# Pharmacological perturbation of the phase-separating protein SMNDC1

**DOI:** 10.1038/s41467-023-40124-0

**Published:** 2023-08-16

**Authors:** Lennart Enders, Marton Siklos, Jan Borggräfe, Stefan Gaussmann, Anna Koren, Monika Malik, Tatjana Tomek, Michael Schuster, Jiří Reiniš, Elisa Hahn, Andrea Rukavina, Andreas Reicher, Tamara Casteels, Christoph Bock, Georg E. Winter, J. Thomas Hannich, Michael Sattler, Stefan Kubicek

**Keywords:** Small molecules, High-throughput screening, Nuclear speckles, RNA splicing, Screening

## Abstract

SMNDC1 is a Tudor domain protein that recognizes di-methylated arginines and controls gene expression as an essential splicing factor. Here, we study the specific contributions of the SMNDC1 Tudor domain to protein-protein interactions, subcellular localization, and molecular function. To perturb the protein function in cells, we develop small molecule inhibitors targeting the dimethylarginine binding pocket of the SMNDC1 Tudor domain. We find that SMNDC1 localizes to phase-separated membraneless organelles that partially overlap with nuclear speckles. This condensation behavior is driven by the unstructured C-terminal region of SMNDC1, depends on RNA interaction and can be recapitulated in vitro. Inhibitors of the protein’s Tudor domain drastically alter protein-protein interactions and subcellular localization, causing splicing changes for SMNDC1-dependent genes. These compounds will enable further pharmacological studies on the role of SMNDC1 in the regulation of nuclear condensates, gene regulation and cell identity.

## Abstract (web summary)

SMNDC1 is a splicing factor that binds arginine methylation with its Tudor domain. Here, the authors study the protein’s phase-separating behavior and develop small-molecule Tudor domain inhibitors that perturb SMNDC1 function.

## Introduction

Survival motor neuron domain-containing protein 1 (SMNDC1), also called Survival of motor neuron-related-splicing factor 30 (SPF30), is an essential splicing factor required for the formation of the spliceosome^1,2^. To promote spliceosome assembly SMNDC1 binds to methylated arginines on Sm-proteins using its Tudor domain^2,3^, similar to its better-studied paralog survival of motor neuron (SMN) protein^4–6^. The Tudor domain structures of both proteins are highly conserved, revealing binding of their substrate symmetrically di-methylated arginine (sDMA) in an aromatic cage through cation-π interactions^7^. Functionally, both proteins play essential and apparently opposite roles in the regulation of gene expression and cell identity in the endocrine pancreas. Patients and animal models with SMN mutations experience increased numbers of glucagon producing alpha cells and a reduction of insulin producing beta cells^8^. In contrast, for SMNDC1 we recently showed that its knock-down causes the upregulation of insulin in α-cells through splicing changes in key chromatin remodelers and induction of the beta cell transcription factor PDX1^9^. SMNDC1 further is essential for cell proliferation in different contexts, and a recent study reported worse survival in hepatocellular carcinoma patients with high SMNDC1^10^. SMNDC1 knock-down led to decreased proliferation and migration of hepatocellular carcinoma cells, establishing SMNDC1 as a potential therapeutic target.

Both SMN and SMNDC1 show distinct and focal subcellular localization patterns. The SMN Tudor domain is sufficient for formation of a phase-separated compartment dependent on the dimethylarginine (DMA) modification of binding proteins^11^ and was shown to be required for the regulation of the phase-separated stress granules via symmetric dimethylarginine (sDMA)^12^. Arginine methylation in RGG/RG motifs recognized by Tudor domains can affect phase separation of Fused in sarcoma (FUS)^13,14^ and other proteins^15^, and further Tudor domain containing proteins themselves have been shown to be involved in phase separation^16,17^.

SMNDC1 has a speckled localization within the nucleus that – based on co-localization – was attributed to the sub-nuclear structures Cajal bodies and nuclear speckles^2^, which were later defined as prime examples of membraneless organelles^18^, i.e. biomolecular condensates formed by liquid-liquid phase separation (LLPS). These assemblies can consist of proteins, nucleic acids, and other molecules and are found both in the cytoplasm and the nucleus^19,20^. An important feature present in many proteins that were found to undergo LLPS are intrinsically disordered regions (IDRs), which do not adopt a well-defined globular structure. IDRs can enable multiple and multivalent interactions that mediate binding to other proteins^21^. Many RNA-binding proteins (RBPs), including SMNDC1, were found to phase separate together with RNA, but also with chromatin^22^. Amongst other factors phase separation behavior can be initiated by RNA^23^ and regulated by the secondary structure of RNAs and the ratio of RNA to RBPs^24–26^. Given the fact that the nucleus and its sub-compartments are enriched in IDR-containing proteins (IDPs)^27^ and the obvious abundance of negatively charged nucleic acids (both DNA and RNA) the nucleus is primed for LLPS^28^. Functionally, these LLPS events control gene expression within the different nuclear compartments^29^ from the formation of heterochromatin^30,31^ over transcription by RNA polymerase II^32^ to RNA processing and (alternative) splicing^33^.

Tudor domains have not been targeted extensively by small-molecule inhibitors. Only recently, a study disclosed a fragment unspecifically binding to both SMN and SMNDC1 in isothermal titration calorimetry (ITC), and with cellular specificity for SMN^34^. Similarly, specific agents perturbing biomolecular condensation events are lacking, and pharmacological approaches often rely on unspecific agents like 1,6-hexanediol^35^ at concentrations of several hundred millimolar.

Here, we study the phase-separating behavior of SMNDC1 both in vitro and within cells and we develop specific inhibitors against its Tudor domain influencing the sub-cellular localization and phase separation of their target.

## Results

### SMNDC1 co-localizes with nuclear speckle markers

To identify features associated with subcellular SMNDC1 localization, we analyzed the protein sequence by comparing predictions for disordered regions by MetaDisorder^36^ and for the full-length structure by AlphaFold^37,38^ (Fig. 1a). The experimentally solved Tudor domain structure^7^ (residues 64-128) and two interacting N-terminal alpha-helices (residues 2-25, and 30-52) are visible both in the AlphaFold prediction and in the disorder tendency plot as ordered regions. AlphaFold in addition predicts a long C-terminal alpha-helix, for which however currently no other experimental evidence exists.

**Fig. 1:**
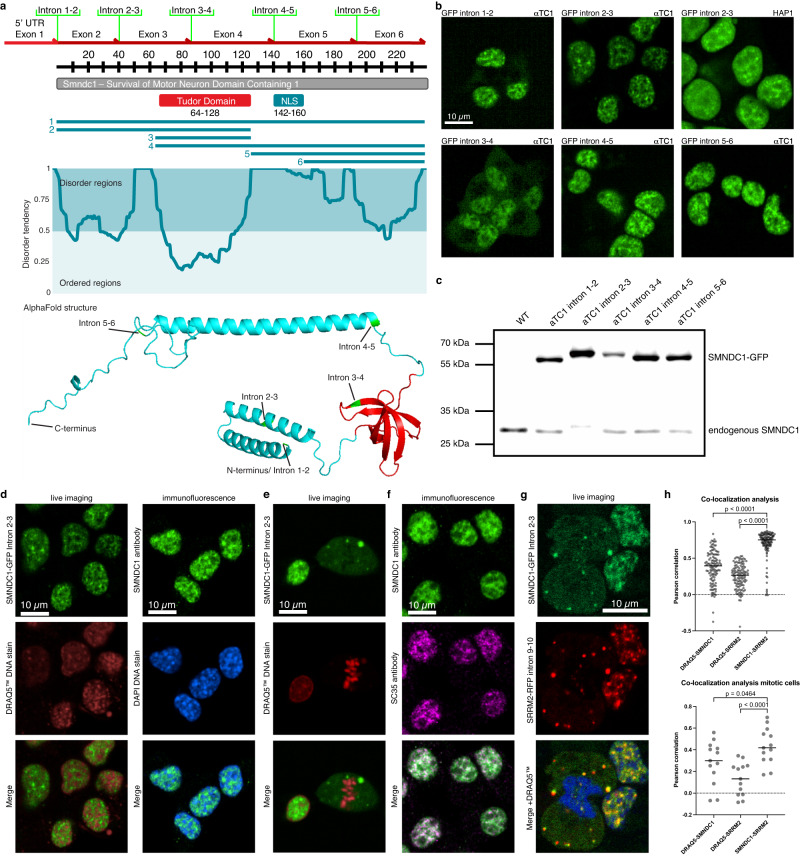
SMNDC1 co-localizes with nuclear speckle markers. **a** Overview of SMNDC1’s structure with numbered truncations (for Fig. 2f), intrinsic disorder prediction plot (MetaDisorder^36^), AlphaFold structure prediction with Tudor domain marked in red and positions of GFP intron-tags in green. **b** Live images of clonal cell lines (αTC1 and HAP1) with the endogenous GFP-tag in green. **c** Immunoblots showing expression of WT SMNDC1 and SMNDC1-GFP fusion proteins in clonal cell lines with GFP-tag in different introns. **d** Live (SMNDC1-GFP intron 2-3, αTC1) and immunofluorescence images (αTC1 WT) with nuclear staining (DRAQ5™ in red/ DAPI in blue). **e** Live imaging (SMNDC1-GFP intron 2-3, αTC1) with DRAQ5™ nuclear staining showing a cell during M-phase. **f** Immunofluorescence images (αTC1 WT) with SMNDC1 (green) and SC35 antibody (magenta), overlap of green and magenta is white. **g** Live imaging (SMNDC1-GFP intron 2-3, SRRM2-RFP intron 9-10, αTC1) with DRAQ5™ nuclear staining (blue) showing a cell during telophase. **h** Co-localization analyses of interphase (*n* = 114) and mitotic (*n* = 13) cells, Pearson correlation between different channels of maximum intensity projections of z-stack images. Data shown as scatter plot + median line, analyzed by two-tailed, unpaired t-test.

We employed an endogenous tagging system that targets introns and introduces a GFP-tag as an artificial exon^39^ to characterize SMNDC1’s cellular functions. To rule out disrupting effects of the tag on protein localization, we targeted all of SMNDC1’s introns in murine alphaTC1 cells, and then isolated clonal sublines. The targeted introns result in GFP integrations covering all regions of the protein, including one at the N-terminus (before residue 1), the N-terminal region (residue 40), the Tudor domain (residue 88), and a long stretch in the C-terminal region (residue 142, residue 193) which is predicted to be disordered^36^ (Fig. 1a, b). Furthermore, we also tagged intron 2–3 in human HAP1 cells. Typically, these monoallelic tagging events resulted in cells expressing both un-tagged and GFP-tagged SMNDC1 at comparable levels as shown by western blot (WB) (Fig. 1c, quantifications and full membranes Supplementary Fig. 1b, c). The GFP-tag within the Tudor domain (intron 3-4) showed the lowest relative expression levels, indicating possible interference with folding efficiency.

AlphaFold structure predictions^37,38^ for SMNDC1 with and without GFP in the different introns revealed that the GFP-tag does not seem to disrupt the overall structure of the protein (Supplementary Fig. 1a). All structural elements such as the N- and C-terminal α-helices and the Tudor domain (red) are predicted to form normally, even when the GFP-tag interrupts the Tudor domain (intron 3-4). Accordingly, all of the different intron tagged clones, including the intra-Tudor GFP integration showed consistent subcellular localization patterns (Fig. 1b). These GFP fusions showed the same speckled nuclear localization avoiding DNA-dense regions as observed for the endogenous protein by antibody-based immunofluorescence (IF) (Fig. 1d). During M-phase of the cell cycle SMNDC1 dissipated to the whole cell and formed distinct droplets called mitotic interchromatin granules^40,41^ (Fig. 1e), a behavior which is typical for nuclear speckle proteins^42,43^. SMNDC1 also reacted to the overexpression of the cell-cycle dependent kinases DYRK3 and CLK1, which is known to dissolve nuclear speckles^43,44^, with a loss of its focal nuclear localization (Supplementary Fig. 1d).

To further characterize SMNDC1’s localization in the nucleus, we co-stained cells with antibodies against SMNDC1 and SC35, a marker for nuclear speckles. Both signals overlap to a large degree and avoid chromatin-dense regions, whereby SMNDC1 shows a wider, less focal distribution (Fig. 1f, co-localization analysis Supplementary Fig. 1e). To be able to visualize nuclear speckles in live cells we RFP-tagged SRRM2 in the SMNDC1-GFP-tagged cells (Fig. 1g). SRRM2 is the target of the SC35 antibody^45^ and scaffolding protein of nuclear speckles^46^.

Endogenously tagged SMNDC1-GFP and SRRM2-RFP co-localized to a large degree, both in interphase and during mitosis (Fig. 1h). Even though co-localization was maintained in the mitotic interchromatin granules, there SMNDC1 showed a higher degree of diffuse localization, leading to a lower average Pearson correlation score compared to interphase cells (Supplementary Fig. 1f). Overall, we find that SMNDC1 shows behavior and localization typical for proteins in nuclear speckles, which have been described as membraneless organelles in the nucleus formed by LLPS.

### SMNDC1 undergoes biomolecular condensation in vitro and in cellular systems

A common way to prove phase-separating behavior of a protein is to show its ability to form droplets in a purified form in vitro. To do so, we expressed and purified full SMNDC1 with an N-terminal GFP-tag and mixed it with PEG-8000 as a surrogate for the crowded environment of a cell. We observed droplet formation (Fig. 2a) and fusion of droplets (Fig. 2b). Subsequently we tested the influence of other biomolecules and salt concentration on droplet formation (Fig. 2c). Addition of RNA to the PEG-8000 containing buffer enhanced SMNDC1’s droplet formation while high NaCl concentrations prevented droplet formation. Digestion of RNA by RNase led to the dissolution of droplets, even after their formation (Fig. 2d). RNA also physically localized to the protein droplets (Fig. 2e).

**Fig. 2:**
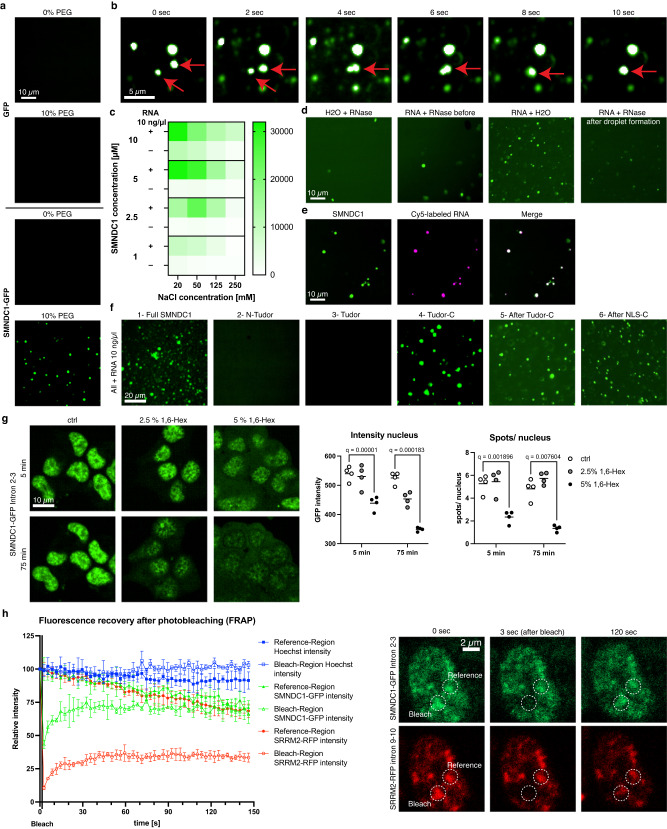
SMNDC1 shows biomolecular condensation in vitro and in cellular systems. **a** In vitro droplet formation assay with 10 µM GFP or SMNDC1-GFP fusion protein +/− 10% PEG-8000. **b** In vitro droplet formation assay of SMNDC1-GFP over time with droplet fusion event, marked by red arrows. **c** In vitro droplet formation assay of SMNDC1-GFP with quantified number of droplets with different protein and NaCl concentrations, +/− 10 ng/µl RNA. **d** In vitro droplet formation assay of SMNDC1-GFP with the addition of 10 ng/µl total cellular RNA and RNase. **e** In vitro droplet formation assay of SMNDC1-GFP (green) with 100 ng/µl Cy5-labeled RNA (magenta), overlap white. **f** In vitro droplet formation assay of different truncations of SMNDC1-GFP + 10 ng/µl total cellular RNA. **g** Live imaging (SMNDC1-GFP intron 2-3, αTC1), cells were treated with 2.5% or 5% 1,6-hexanediol. Quantifications of GFP intensity and GFP spots/nucleus in different clonal cell lines. Data presented as scatter plot with mean line (*n* = 4), analyzed by two-tailed, multiple paired *t*-tests with False Discovery Rate q calculated by Two-stage step-up^90^. **h** Fluorescence recovery after photobleaching (FRAP) experiment in SMNDC1-GFP intron 2-3, SRRM2-RFP intron 9-10, αTC1-cells. Left: Relative intensity of Hoechst (blue), SMNDC1-GFP (green), and SRRM2-RFP (red) in reference (filled symbols) and bleach region (empty symbols) over time. Data plotted as mean with standard deviation, *n* = 3. Right: representative images of nucleus with marked reference and bleach region at 3 different timepoints, 0 s (before bleaching), 3 s (directly after bleaching), and 120 s (after recovery).

To further understand which part of the protein is responsible for the formation of droplets, we fused different SMNDC1 truncations (Fig. 1a) to GFP and subjected them to the same treatment in buffer containing RNA and PEG-8000. These experiments clearly displayed that the C-terminal region after the Tudor domain (constructs 5 and 6), which is predicted to be intrinsically disordered^36^, was sufficient to induce droplet formation with RNA (Fig. 2f, see Fig. 1a for a scheme of the truncated forms), which fit the predicted IDR scores^36^ (Fig. 1a). We also confirmed that the Tudor domain alone (construct 3) cannot form droplets, consistent with previous literature^11^.

To show the reversibility of phase separation in vivo, the aliphatic alcohol 1,6-hexanediol which interferes with weak hydrophobic interactions is often used to dissolve protein condensates^35^. SMNDC1-GFP exhibited the expected phenotype in live cells treated with 1,6-hexanediol by losing its focal localization within the nucleus (Fig. 2g). Another way to characterize the molecular dynamics and mobility of phase-separating proteins in cells is to analyze the diffusion of a fluorescently labeled protein by fluorescence recovery after photobleaching (FRAP). When bleaching SMNDC1-GFP and SRRM2-RFP, fluorescence recovered within 30 seconds (Fig. 2h), consistent with liquid-like behavior rather than protein aggregation. These data provide evidence that SMNDC1 undergoes phase separation, both in vitro and in membraneless organelles within the nucleus, presumably nuclear speckles.

### Full-length SMNDC1 interacts with nuclear speckle proteins

We set out to characterize SMNDC1’s interactome using proximity labeling by overexpressing an SMNDC1-APEX2 fusion protein (Fig. 3a). Compared to classical co-immunoprecipitation (Co-IP), this recently developed method^47^ is better suited to capture weak and transient interactions as they are expected in phase-separated compartments like nuclear speckles. In addition to full-length SMNDC1 (APEX2-SMNDC1^FL^), we also performed proximity labeling with a fusion protein of APEX2 with a truncated SMNDC1 consisting of only the Tudor domain and therefore lacking N-terminal and C-terminal regions, and the nuclear localization signal (NLS) (APEX2-SMNDC1^TD^) (Supplementary Fig. 2a). To verify our approach, we performed proximity labeling followed by IF staining against SMNDC1 and biotin. APEX2-SMNDC1^FL^ caused biotinylation in the areas where SMNDC1 is localized: nuclear while avoiding chromatin-dense regions (Fig. 3b). Much less biotinylation was observed when omitting H_2_O_2_. The control overexpression of APEX2-SMNDC1^TD^ on the other hand showed a uniform localization throughout the cell and a corresponding biotinylation pattern. On a western blot, a ladder of biotin-labeled proteins was visible, but absent when leaving out the H_2_O_2_ during the labeling. More proteins appear to be labeled by the ubiquitously localized APEX2-SMNDC1^TD^ fusion (Supplementary Fig. 2b).

**Fig. 3:**
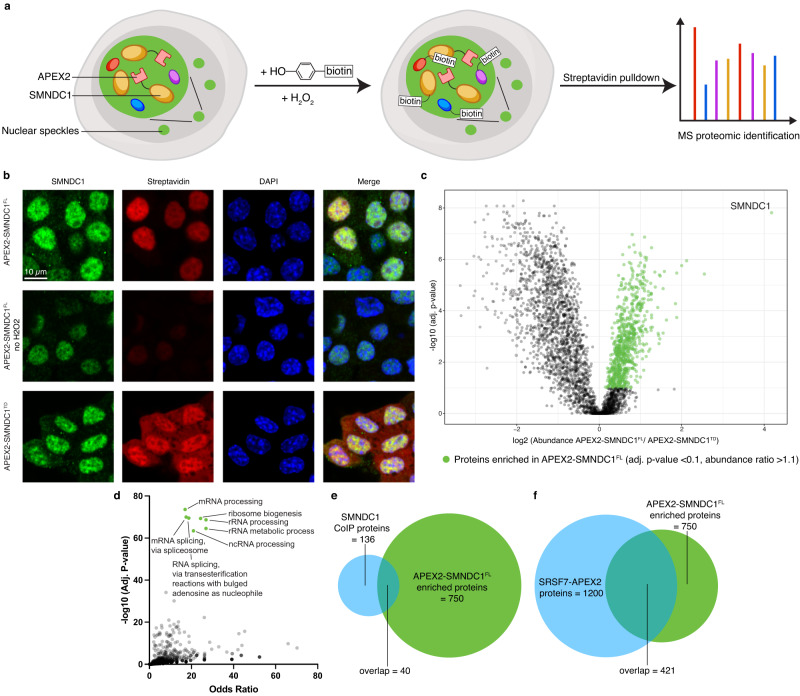
Characterization of SMNDC1’s interactome by proximity labeling. **a** Scheme of proximity labeling by APEX2 fusion proteins followed by mass spectrometry-based proteomics. **b** Immunofluorescence images (αTC1 WT) with staining against SMNDC1 (green), Biotin via Streptavidin (red) and nuclear staining DAPI (blue). **c** Volcano plot showing log2 abundance against -log10 adjusted *p*-value (one-way ANOVA, Benjamini-Hochberg correction for multiple comparisons) of APEX2-SMNDC1^FL^ versus APEX2-SMNDC1^TD^ biotinylated and enriched proteins. Highlighted dots in green indicate 750 enriched proteins (adjusted *p*-value < 0.1, abundance ratio > 1.1). **d** Enrichr analysis of APEX2-SMNDC1^FL^ enriched proteins, GO Biological Process 2021 terms plotted with their odds ratio and their adjusted *p*-value (Benjamini–Hochberg method for correction for multiple hypotheses testing). Terms with a -log10 adjusted *p*-value >60 colored green. **e** Venn diagram showing the overlap of proteins identified by SMNDC1-CoIP (light blue), and APEX2-SMNDC1^FL^ enriched (green). **f** Venn diagram showing the overlap of proteins identified by SRSF7-APEX2 (light blue), and APEX2-SMNDC1^FL^ enriched (green).

Analyzing the biotinylated and enriched proteins by mass spectrometry (MS), we identified and quantified a large number of proteins (~3200) in the proximity of APEX2-SMNDC1^FL^ and APEX2-SMNDC1^TD^. Compared to the proximity interactome of APEX2-SMNDC1^TD^, APEX2-SMNDC1^FL^ showed overall less interactions (Fig. 3c). We attribute this to the higher specificity of interactions happening with the correctly localized full form of SMNDC1. The fact that SMNDC1 itself was enriched in APEX2-SMNDC1^FL^ over APEX2-SMNDC1^TD^ suggests that labeling in trans works better if SMNDC1 is correctly localized and concentrated in its phase-separated compartment leading to more SMNDC1 protein in its proximity. Similarly, proteins known to be localized to the nucleus were not depleted in APEX2-SMNDC1^FL^ over APEX2-SMNDC1^TD^, reflecting the loss of correct localization when the NLS is missing (Supplementary Fig. 2c).

We then filtered for proteins enriched in APEX2-SMNDC1^FL^ over APEX2-SMNDC1^TD^ (adjusted *p*-value < 0.1, abundance ratio > 1.1) which reduced the number of proteins we considered specific interactors of SMNDC1^FL^ to 750. As expected, we found an enrichment of proteins associated with mRNA processing, and more specifically splicing, but also an enrichment of proteins associated with ribosome biogenesis and rRNA processing amongst these (Fig. 3d). When comparing these interactors to an SMNDC1 Co-IP dataset generated in our lab^9^ we found a significant overlap but confirm that proximity labeling can detect more and different interactions compared to a Co-IP (Fig. 3e). A majority of APEX2-SMNDC1^FL^ interactors was also identified by SRSF7-APEX2 proximity labeling^48^ (Fig. 3f), suggesting that APEX2-SMNDC1^FL^ proximity labeling did enrich for proteins localized to nuclear speckles. Furthermore, we compared the interactors to proteins identified as symmetrically di-methylated on arginine residues in a deep protein methylation profiling study^49^ (Supplementary Fig. 2d). Since these interactions are expected to be mediated through the Tudor domain APEX2-SMNDC1^TD^ should bind these proteins, too. Consequently, only a small subset was enriched in APEX2-SMNDC1^FL^ over APEX2-SMNDC1^TD^. We therefore also compared the sDMA-modified proteins to all proteins identified in our SMNDC1-APEX2 experiments and found most of them (67 out of 87 known sDMA-modified proteins). There was also an enrichment, although to a lesser degree, of proteins with asymmetrical di-methylations. These protein sets partially overlap, as the same arginine sites can often alternatively be symmetrically or asymmetrically di-methylated.

Overall, we found a large interactome of SMNDC1 enriched for proteins interacting with RNA, localized to nuclear speckles, and with known sDMA modifications. We therefore suspected that the Tudor domain is responsible for a subset of SMNDC1’s specific interactions.

### A screen for small molecule SMNDC1 Tudor domain inhibitors

To pharmacologically perturb SMNDC1 function, we set out to identify small molecule inhibitors of SMNDC1’s Tudor domain based on perturbing its interaction with a dimethylarginine peptide. To establish an AlphaScreen^50^, we coupled donor beads to purified SMNDC1’s (or SMN’s) Tudor domain via a His-Tag and acceptor beads to a biotinylated peptide corresponding to the C-terminal region of the Small nuclear ribonucleoprotein Sm D3 containing four sDMAs (Fig. 4a). These interaction partners had previously been used in the structural study of SMNDC1 and SMN^7^. Protein domains were purified employing their His-Tag (Supplementary Fig. 3a). To identify ideal concentrations for screening, we performed a cross-titration of Tudor domains and binding peptides (Supplementary Fig. 3b). Since the AlphaScreen signal was sufficient for screening, we reduced the concentration of acceptor and donor beads to 5 µg/ml (Supplementary Fig. 3c).

**Fig. 4:**
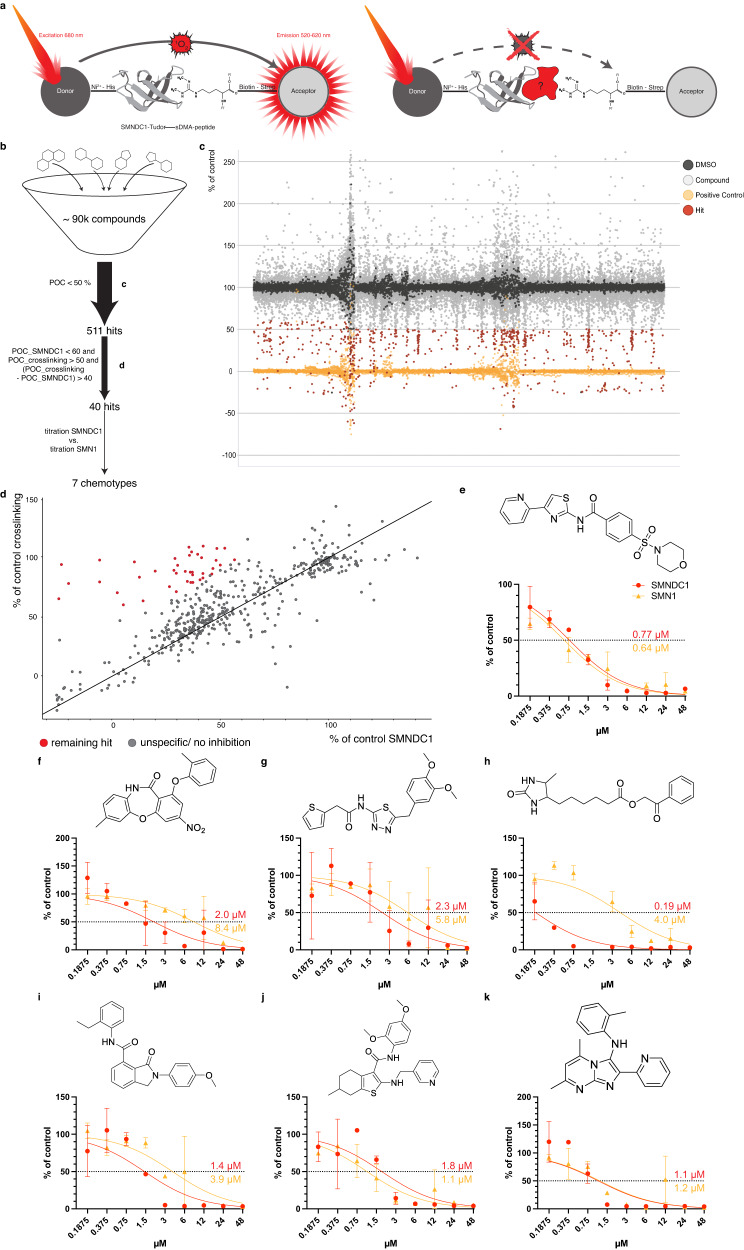
Identification of an inhibitor against SMNDC1’s Tudor domain. **a** Scheme of AlphaScreen set-up with the NMR-structure of SMNDC1’s Tudor domain (PDB: 4A4H)^7^. **b** Screening strategy starting with ~90,000 compound library. **c** Overview of AlphaScreen of full ~90,000 compound library (light gray) with DMSO (dark gray), positive control (quencher, yellow), and compound hits (red). **d** AlphaScreen percentage of DMSO control with SMNDC1/ sDMA-peptide vs crosslinking peptide. Remaining hits marked in red. **e**–**k** Chemical structure and AlphaScreen 9-point compound titration with SMNDC1/ sDMA-peptide (red) vs. SMN/ sDMA-peptide (yellow). Data presented as mean +/− SD (*n* = 2).

Using this set-up with our in-house library of ~90,000 compounds (overview over screening strategy Fig. 4b, Supplementary Table 1), we identified 511 hits with signal <50% of control (POC) (Fig. 4c). Since the AlphaScreen is susceptible to unspecific quenching of the singlet oxygen energy transfer we then performed a counter-screen using a crosslinking peptide which combines both affinity tags and therefore always brings donor and acceptor beads in close proximity (Fig. 4d). This led to a reduction to 40 hits that selectively inhibited the interaction between SMNDC1, and its arginine methylated binding partner. These compounds we next tested in dose response with the Tudor domains of both SMNDC1 and SMN. Several chemical scaffolds (Fig. 4e–k) of inhibitors were discovered by this screen, with IC_50_ values of 0.2 to 2 μM and different degrees of selectivity between the different Tudor domains. The molecules with the best physicochemical and structural properties were then used for the design of further analogs, aiming at improving potency and selectivity (Fig. 5).

**Fig. 5:**
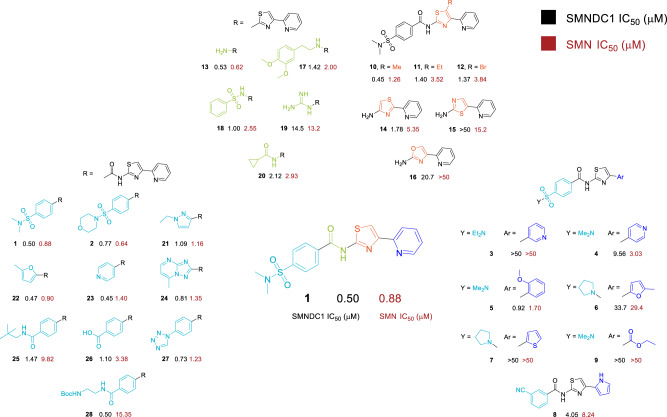
Structure-activity relationships of the 2-aryl-4-aminothiazole Tudor domain inhibitors. Color-coded chemical structures illustrating structure activity relationships for compound **1**. Modifications to the 2-aryl moiety are shown in dark blue, replacements of the thiazole group in orange, linker modifications in green and arylamide analogs in turquoise. Underneath are IC_50_ values (µM) for SMNDC1 in black and SMN in dark red.

### 4-arylthiazole-2-amines show clear structure-activity relationships as SMNDC1 Tudor domain inhibitors

Among the most potent hit compounds were 2-amino-4-arylthiazoles and benzoxazepines. Of these classes, benzoxazepines had undesirable physicochemical properties including very low polarity (Fig. 4f, clogP = 6.33) along with poor solubility. Therefore, we abandoned this series after testing a limited set of analogs (Supplementary Table 2).

We then selected the 4-arylthiazole-2-amine series for thorough exploration of structure-activity relationships, also due to the synthetic ease of access (Fig. 5). We found the 2-pyridyl substitution to be important for binding affinity, as its replacement with other aryl groups led to drastic loss of potency (e.g., compounds **3-7**). A 2-substituted pyrrole could be used with some loss of potency in compound **8**. Omission of the aromatic group by replacement with ethoxycarbonyl resulted in complete loss of activity (compound **9**).

In contrast, a wide variety of substituents were tolerated in the 2-position of the thiazole. Even the unmodified aminothiazole **13** showed a submicromolar IC_50_. This compound also served as the synthetic starting point for this series and related chemical probes. The amide linkage between the thiazole and the aryl group is dispensable for activity as demonstrated by the alkylamine **17** and the sulfonamide **18**. Replacement of the aromatic amine by guanidine **19** decreased the IC_50._ The aryl amide could be substituted or replaced with a wide selection of groups, both aromatic and aliphatic rings with minor effects on potency (compounds **21-24**).

Among the most potent compounds were compound **1** and its morpholinosulfamoyl analog **2**. The arylsulfonamide could be replaced with other groups with minimal loss of potency (compounds **25-28**), whereby larger substituents as in compounds **25** and **28** increased selectivity for SMNDC1 over SMN.

The five-membered heterocycle in the core scaffold could be replaced with the isomeric scaffold 2-(pyridin-2-yl)thiazol-4-amine in compound **14**. The third possible isomer, compound **15**, had significant loss of activity and preferentially inhibited SMN over SMNDC1. When the thiazole was replaced with an analogous oxazole in the compound **16**, there was a 40-fold drop in potency. Replacement of the thiazole with 1,2,4-thiadiazoles resulted in inactive compounds. Substitution of the 5-position of the thiazole of **1** with a methyl group was tolerated without loss of potency (compound **10**) but an ethyl group or a bromine atom decreased the IC_50_ threefold (compounds **11** and **12**).

These extensive structure-activity relationships revealed features that are absolutely essential for the binding of this scaffold to Tudor domains and indicate for substructures required for achieving selectivity between SMNDC1 and SMN. In the following biological characterization, we focus on compound **1** as a potent Tudor domain inhibitor, validate findings with the SMNDC1-specific compound **28** and use the inactive compound **9** as a negative control.

### 2-amino-4-arylthiazoles bind the methyl-arginine pocket of the SMNDC1 Tudor domain

To prove specific binding of SMNDC1 inhibitors to the aromatic cage of SMNDC1 and to obtain structural information on the binding modes, we applied nuclear magnetic resonance spectroscopy (NMR). The Tudor domains of SMN (residues 84-147) and SMNDC1 (residues 65-128) were expressed in isotope-enriched medium and purified as described elsewhere^7^. Since organic solvents such as dimethyl sulfoxide showed non-specific binding to the Tudor domains and led to interference in the NMR experiments, we attempted to use an aqueous, buffered solution of compound **1**, which however exhibited insufficient solubility for NMR experiments. We therefore prepared an aqueous, buffered solution of the monobasic phosphate salt of compound **13** and assessed its concentration by comparing signal intensities to a DSS standard. NMR titrations of compound **13** with SMN_84-147_ and SMNDC1_65-128_ showed significant chemical shift perturbations (CSP) with binding kinetics reflecting fast-exchange (gradual change of chemical shift with increasing ligand concentration^51^) for both proteins (Fig. 6a, c). CSP are highly sensitive to changes of the local chemical environment of the observed nuclear spin and therefore excellent reporters to map binding sites of a ligand and (potentially associated) conformational changes. The largest CSP are observed for the amino acids forming the aromatic cage (W83, Y90, F108, Y111) and the surrounding residues. Additionally, some parts of the β_2_-strand show significant chemical shifts with increasing concentration of compound **13**. The affected residues and CSP match very well the ones published for sDMA binding^7^, with exception of residues W83 and S84, suggesting a different interaction with the aromatic cage’s tryptophan, as well as N113.

**Fig. 6:**
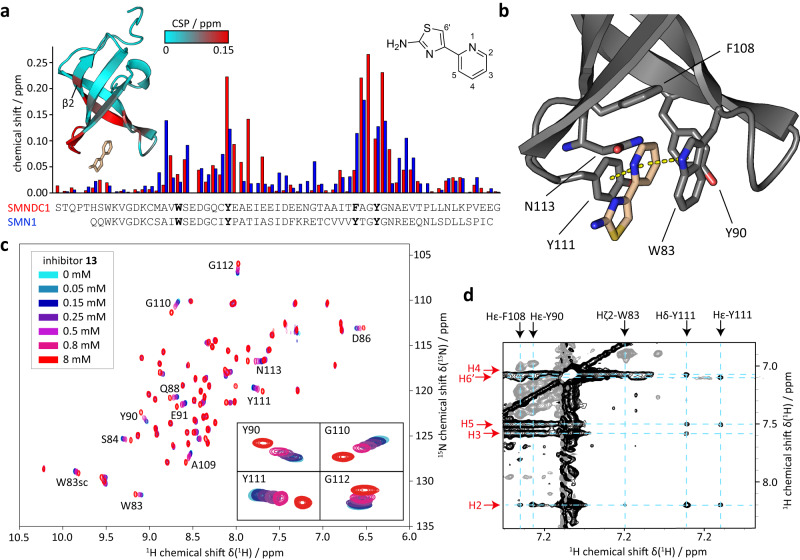
Inhibitor binds at the aromatic cage of the Tudor domain. **a** Chemical shift perturbations (CSP) of Tudor domains SMNDC1 (red) and SMN (blue) in presence of 0.8 mM compound **13**. Residues forming the aromatic cage are highlighted in bold. Left inlet shows cartoon representation of SMNDC1 in complex with compound **13** (light-brown sticks) calculated using semi-rigid body docking of compound **13** based on 23 intermolecular NOE restraints (see **d** and Supplementary Table 3). CSP per residue in presence of 8 mM compound **13** are displayed in cyan to red shades. Right inlet shows compound **13** with numbers indicating the assignment used in d and Supplementary Table 3. **b** Zoomed view of the binding site with residues forming the aromatic cage shown as sticks. Stacking contacts between the thiazole moiety of compound **13** and tryptophan 83 or tyrosine 111 indicated with dashed lines. **c** Overlay of ^1^H,^15^N-HSQC spectra of SMNDC1 in the presence of 0, 0.05, 0.15, 0.25, 0.5, 0.8, and 8 mM compound **13**. Zoomed view shows residues in and near the aromatic cages. **d** Section of an in ω_1_-^13^C-filtered NOESY spectrum shows crosspeaks between inhibitor protons (red arrows) and aromatic cage protons (black) arrows. The crossing points of the dashed cyan lines indicate the locations of the intermolecular NOEs.

In order to obtain higher resolution structural information of the recognition of compound **13** by the Tudor domain we recorded ^13^C-filtered NOESY experiments using a 1 mM ^15^N,^13^C-labeled SMNDC1 Tudor domain with a 20-fold excess of compound **13**. We could observe a number of contacts between the Tudor domain and the ligand by intermolecular nuclear Overhauser effects (NOE), most prominently with aromatic protons of the Tudor binding site identified by the CSP (Fig. 6b, d, Supplementary Table 3). Using the intermolecular NOEs we calculated a rigid model docking calculation using HADDOCK^52,53^, which yielded one cluster with low structural deviation (Supplementary Table 4). The structure indicates that the ring nitrogens of compound **13** are in a *cis* conformation in the complex. The pyridine moiety stacks inside the aromatic cage and its aromatic protons (H2-H5) are showing multiple contacts with the protein’s aromatic residues, while the thiazole proton has considerably less contacts to the protein (Fig. 6d, Supplementary Table 3, Supplementary Fig. 4a). The pyridine of compound **13** forms tight π-π stacking contacts with the aromatic rings of F83 and Y111 with distances of 3.7 Å to each, which underlines the importance of an aromatic substituent at the thiazole 4-position. The aromatic moieties of Y90 and F108 stand perpendicular to the pyridine ring while the sidechain of N113 is enclosing it from the opposite site. Overall, the structure shows high similarity to SMNDC1/sDMA (PDB: 4A4H) (Supplementary Fig. 4c) and is fully consistent with the predicted binding mode.

### SMNDC1 Tudor domain inhibitors impact protein localization and splicing

We then went on to analyze the effects of the identified small molecule binders on SMNDC1’s phase separation. Using the endogenously tagged cell lines, we observed strong effects on the levels and distribution of SMNDC1. Treating the cells with 50 µM of compound **1** for 12–16 h leads to a loss of SMNDC1 within the nucleus (Fig. 7a, quantification Fig. 7b,). Additionally, the subnuclear distribution changed and less spots were detected within the nucleus (quantification Fig. 7c). These effects were not observed with the negative control compound **9** which lacks the 2-pyridyl crucial for the binding to SMNDC1. Co-staining nuclei with Hoechst showed that nuclear structure was not affected and that these cells were in interphase (Supplementary Fig. 5a). Longer treatment with compound **1** resulted in cell death. While the percentage of AnnexinV and Propidium Iodide (PI) positive cells was elevated, the majority of cells was not apoptotic or undergoing other forms of cell death at this timepoint (Supplementary Fig. 5b), and cell death was only observed at later timepoints.

**Fig. 7:**
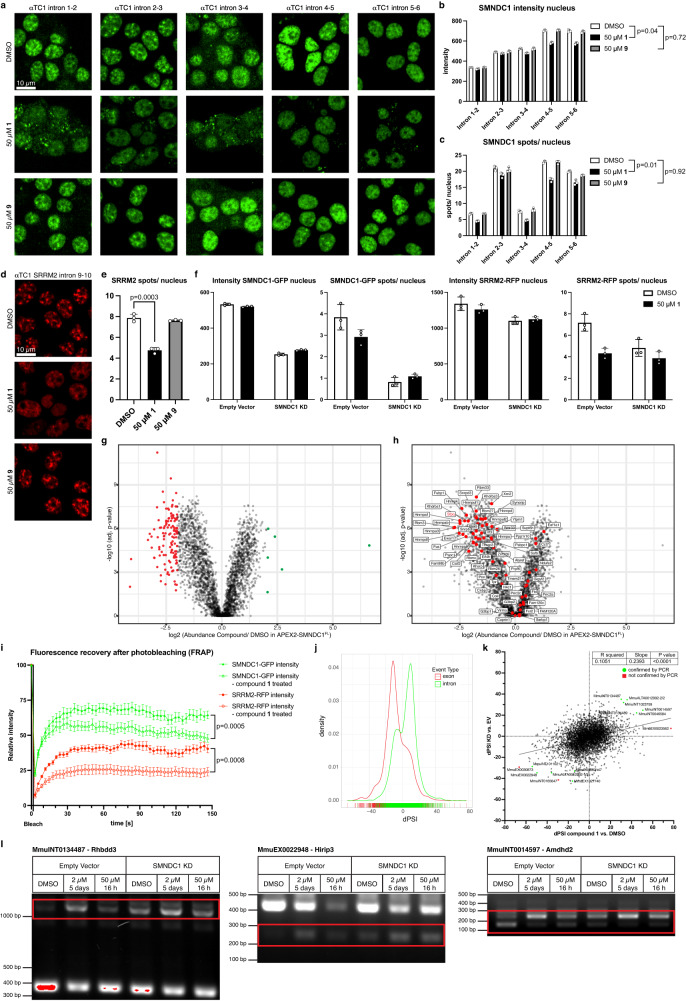
Cellular effects of SMNDC1 Tudor domain inhibition. **a**–**c** Live imaging and quantifications of SMNDC1-GFP αTC1 clones treated with DMSO, compound **1** or **9**. Data shown as mean+standard deviation, *n* = 3, analyzed by ratio-paired *t*-test. **d**, **e** Live imaging and quantification of SRRM2-RFP spots/nucleus in cells (SRRM2-RFP intron 9-10, αTC1) treated with DMSO, compound **1** or **9**. Data shown as mean+standard deviation, two-tailed, unpaired *t*-test, *n* = 3. **f** Quantification of nuclear intensities and spots/nucleus for SMNDC1-GFP and SRRM2-RFP in live imaging data of SMNDC1-GFP (intron 2-3) SRRM2-RFP (intron 9-10) αTC1-clone treated with DMSO or compound **1** and transduced with Empty Vector (EV) or SMNDC1 knock-down (KD) plasmids. Data shown as mean ± standard deviation, *n* = 3. **g** Volcano plot showing log2 protein abundance against -log10 adjusted *p*-value (one-way ANOVA, Benjamini-Hochberg correction for multiple comparisons) of compound **1**-treated cells over DMSO control after APEX2-SMNDC1^FL^ proximity labeling and biotin enrichment. 126 proteins significantly depleted (red) vs. 6 proteins significantly enriched (green), adjusted *p*-value < 0.05, |log2FC| ≥ 2. **h** Same as in **g**. Proteins with known sDMA modification marked in red and named. **i** Fluorescence recovery after photobleaching experiment in SMNDC1-GFP intron 2-3, SRRM2-RFP intron 9-10, αTC1-clone, treated with DMSO (filled symbols) or 50 µM compound **1** (empty symbols). Relative intensity of SMNDC1-GFP (green), and SRRM2-RFP (red) in bleach region over time. Data plotted as mean with standard error of the mean, *n* = 11 for controls, *n* = 13 for compound **1** treated cells. Last timepoint analyzed by two-tailed, unpaired *t*-test. **j**, **k** Splicing analysis of RNA-sequencing data. **j** Alternative splicing events (exon: red, intron: green) and their density with differential percentage spliced-in (dPSI) value of compound **1** over DMSO treatment. **k** Overlapping alternative splicing events between compound **1** over DMSO treatment (*x*-axis) and SMNDC1 KD over EV (*y*-axis) with their respective dPSI-values. Results from a simple linear regression analysis, F test-derived *p*-value (F = 503.0; DFn, DFd = 1, 4285). PCR-confirmed (green) and not confirmed (red) events. **l** DNA-bands on agarose gel after RT-PCR amplification of RNA to confirm alternative splicing events. RNA isolated from αTC1 cells transfected with empty vector or SMNDC1 KD plasmid and treated with DMSO or compound **1** for 5 days (2 µM) or 16 h (50 µM).

Using the cell-line in which SMNDC1 and SRRM2 are both tagged we examined the effects of compound **1** on nuclear speckles. Upon treatment with inhibitor **1**, but not compound **9**, SRRM2 and therefore general organization of nuclear speckles was also affected. The overall SRRM2 intensity upon treatment was slightly reduced, and spots appeared to dissolve into the nucleoplasm (Fig. 7d, quantifications Fig. 7e and Supplementary Fig. 5c). Treating several independent SRRM2-RFP clones replicated the results for inhibitor **1** (Supplementary Fig. 5f). These results could also be confirmed using antibodies against SMNDC1 and SC35 in IF (Supplementary Fig. 5f).

To check whether inhibition of SMNDC1 is indeed responsible for the effects on nuclear speckles, we silenced SMNDC1 with and without the inhibitor (Fig. 7f, images Supplementary Fig. 5g). The knock-down of SMNDC1 also led to a reduction of SRRM2 intensity and even more pronounced to a reduction of SRRM2 spots in the nucleus, confirming the importance of SMNDC1 for the integrity of nuclear speckles. Treatment with the inhibitor could not further increase these effects, hinting that it is not an unspecific effect of the inhibitor that causes the disruption of nuclear speckles. Furthermore, we tested the SMNDC1-selective compound **28** for its effects on SMNDC1 and SRRM2 localization and could confirm the effects observed for the non-selective compound **1** (Supplementary Fig. 5h), even at lower concentrations (Supplementary Fig. 5i).

To directly test the effect on SMN with its similar Tudor domain, we created cell lines in which SMN1 was endogenously tagged with RFP. Treating these cells with 50 µM of compound **1** for 16 h showed effects on SMN. Overall intensity of SMN decreased while number of spots (supposedly stress granules) in the cytoplasm increased (Supplementary Fig. 5j).

Next, we analyzed the effect of compound **1** on the proximity interactome of SMNDC1. Overall, we observed that upon inhibitor treatment, more proteins showed a reduced interaction (volcano plot skewed towards down-regulated side, many more significantly down-regulated than up-regulated proteins, Fig. 7g). This indicates that the inhibitor blocks SMNDC1’s function to bind to its interaction partners. Compared to APEX2-SMNDC1^FL^, the inhibitor effects in APEX2-SMNDC1^TD^ were diminished, presumably due to less specific interactions in the truncated form at baseline (Supplementary Fig. 6a). 126 proteins were significantly depleted in APEX2-SMNDC1^FL^ treated with inhibitor vs. none in APEX2-SMNDC1^TD^ (adjusted *p*-value < 0.05, log2 fold-change ≤−2). Proteins with known sDMA modifications identified in SMNDC1’s interactome were among the most depleted upon inhibitor treatment (Fig. 7h). The same is true for proteins with assigned localization to nuclear speckles identified in the dataset, including SRRM2 and the other main nuclear speckle organizer SON^45^ (Supplementary Fig. 6b), and for proteins identified by SRSF7-APEX2^48^ (Supplementary Fig. 6c). To confirm the observed effects of the inhibitor on the interactome we performed a western blot analysis of the biotin-labeled proteins after pull-down (Supplementary Fig. 6d). Also using this orthogonal technique, we see a general loss of labeled interactors upon treatment with the inhibitor, only with APEX2-SMNDC1^FL^ but not with APEX2-SMNDC1^TD^. Furthermore, we can confirm the loss of interactions to specific proteins, e.g., the sDMA-modified splicing factor SFPQ or the loss of trans-interactions to SMNDC1 itself. Interactions to SMNDC1 itself are lost both to the endogenous protein (30 kDa band with antibody against SMNDC1) and APEX2-Fusion protein (60 kDa band with antibodies against SMNDC1 and APEX2).

As we did not observe instantaneous effects of the inhibitor on the architecture of nuclear speckles by quantifying intensity or spots per nucleus, we tested whether the inhibitor immediately influenced mobility of proteins within nuclear speckles. To this end, we applied the inhibitor **1** to live cells at a concentration of 50 µM and measured FRAP within a timeframe of 15- 45 min (Fig. 7i). Indeed, we detected a lower recovery after photobleaching for both SMNDC1 and SRRM2 when cells were treated with compound **1** while reference regions were not affected (Supplementary Fig. 6e).

To test specific cellular effects of the SMNDC1 inhibitor **1** we performed paired-end RNA sequencing and analyzed alternative splicing events using Vertebrate Alternative Splicing and Transcription Tools (VAST-TOOLS)^54^. 

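RNA from αTC1 cells, a mouse line of glucagon-producing pancreatic α cells derived from a glucagonoma, was sequenced in 6 libraries: 3 from cells treated with compound 1 and 3 from cells treated with its solvent DMSO. The Smart-seq2 protocol used for them amplifies whole cDNA molecules primed at the poly(A) tail and does not keep the strand. The fragments were read from both ends at 100 bp. The authors aligned the reads to the mouse genome GRCm38, counted alignments on annotated transcripts and summed these counts per gene, without normalization. The counts cover 55487 genes, and FPKM values of the same genes form a second table. Totals were 70150880, 94747943 and 79198429 counts in the compound 1 libraries and 64926602, 69480568 and 59070705 in the DMSO libraries. Every compound 1 library was therefore deeper than every DMSO library. Between 17425 and 18028 genes had at least 1 count in a library. Of the counts from 1 to 10, 78.1% were even, so a count is not always a number of independent fragments. Correlations of log2 CPM (counts scaled to a common library size) across genes were 0.894 to 0.911 between libraries of the same treatment and 0.856 to 0.868 between treatments; genes are not independent replicates. Libraries of the same treatment differed by more than counting error, with a chi-square per degree of freedom of 71.6 to 147, so none is a second reading of another. The labels of the libraries give no sequencing batch, dose or duration of treatment. The counts measure whole genes, and the percentages spliced-in from VAST-TOOLS were not analysed here.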

We observed that inhibition of SMNDC1 with compound **1** led to an increased retention of introns and skipping of exons, very similar to the effects of SMNDC1 knock-down^9^ (Fig. 7j). 

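Retention of introns and skipping of exons are read from the spliced-in values of Fig. 7j, which were not analysed here, nor was the knock-down. Counts per gene do not measure either kind of event. They give the expression of the genes that hold the events, to which the paper's methods apply a filter of an adjusted p-value of at most 0.1 and an absolute log2 fold change of at least 1. Of 15082 genes with enough counts to test, 1571 passed this filter between compound 1 and DMSO in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 3 libraries each). Expression was higher with compound 1 for 943 of them and lower for 628. The alternative that moved this count most tested each gene against a log2 fold change of 1 in place of 0 (glmTreat), and 285 genes passed. With the letters of the columns as a replicate block, 1237 passed, 741 higher and 496 lower. Columns with the same letter did not deviate together from their group means (correlations of 0.00 to 0.03 across genes). For 123 of the 1571 genes, every library of one treatment held 3 counts or fewer, so the size of the change is not known. The annotation gives 2 or more exons, and thus an intron, to 1389 of the passing genes (88.4%), against 81.8% of the tested genes. These shares were not compared at like expression or gene type. Of 1855 processed pseudogenes tested, only 18 passed as higher and 60 as lower. The shares therefore do not show that genes with introns were likelier to change. Exons of 444 passing genes overlap those of another gene. The counts do not separate reads there by strand, and whether such reads were counted or left out was not tested.

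Among passing genes with an average log2 CPM of at least 3, Snhg17 rose most, from 3.55 ± 3.41 CPM with DMSO to 76.3 ± 12.7 with compound 1 (SD, n = 3 each). This host gene of small nucleolar RNAs (ENSMUSG00000085385) lies on chromosome 2 of GRCm38 from 158353700 to 158361580, and 5.4% of its exon bases overlap Gm24411 and Gm26003. Its log2 fold change was 4.43 (standard error 0.90, edgeR adjusted p = 0.021). With each library left out in turn it ran from 3.89 to 5.48, so its place ahead of the next genes may depend on single libraries. Next came Slc2a3, a glucose transporter, with a log2 fold change of 4.35, the non-coding 2410006H16Rik with 4.28, and the transcription factor gene Bhlhe40 with 4.04. A gene named Aldoa had 4.16; it is the second of 2 genes with that name (ENSMUSG00000114515, chromosome 7, 126800790 to 126809108). The largest decrease was that of Gm45007, a processed pseudogene on chromosome 7 from 73706175 to 73706540, from 16.5 ± 1.87 to 0.283 ± 0.275 CPM (SD, n = 3 each). Its log2 fold change was -5.88 (standard error 1.27, edgeR adjusted p = 0.0258). Btbd17, on chromosome 11 from 114791217 to 114795945, fell from 232.8 ± 16.9 to 12.8 ± 2.68 CPM (SD, n = 3 each). Its log2 fold change of -4.19 had a standard error of 0.19 and an edgeR adjusted p of 0.000107. Gm48558 followed with -3.62, C1qtnf1 with -3.29 and Asic2 with -3.04. C1qtnf1, with 24.9% of its exon bases overlapping Gm11747, was the closest of these genes to the limit of the filter (edgeR adjusted p = 0.0892). It did not hold in every fit. Its edgeR adjusted p reached 0.218 with a library left out, and 0.148 with gene length offsets and a replicate block by column letter.

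From the spliced-in values the paper states that compound 1 increased intron retention and exon skipping, in a way very similar to the knock-down of SMNDC1.

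**Figure D1:**
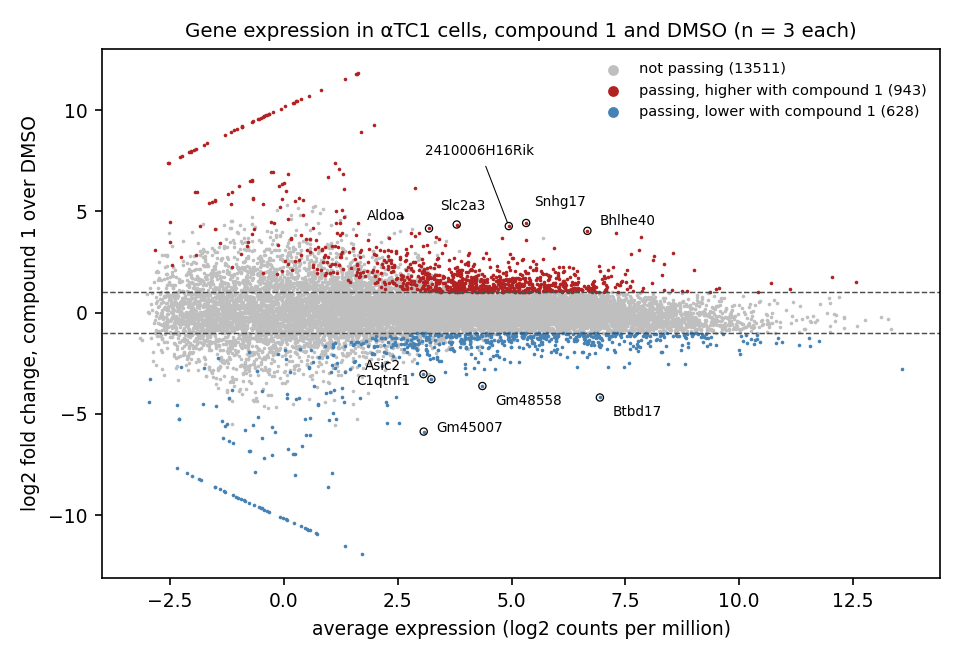
Log2 fold change of compound 1 over DMSO (vertical axis) against average expression in log2 CPM (horizontal axis), with 1 point per gene for 15082 genes (n = 3 libraries per treatment). Red points are the 943 genes that passed the filter as higher and blue points the 628 that passed as lower; dashed lines mark log2 fold changes of 1 and -1, and circles mark the genes named in the text. The fold changes furthest from 0 belong to genes of low average expression.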

Directly comparing the differential percentage spliced-in (dPSI) values for alternative splicing events we found a significant correlation between knock-down and small-molecule inhibition of SMNDC1 (Fig. 7k). 

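Expression with compound 1 and DMSO was compared for 18 genes with events chosen for PCR: Rhbdd3, Hirip3, Amdhd2, Vps37a, Taf15, Dgat1, Gnb1, Strada, Abcc8, Syt7, Agfg1, Napb, Pdss1, Gm10451, Trmt2a, Dalrd3, Icmt and Mus81. All were expressed well enough to be tested, 11 were higher with compound 1 and 7 lower, and 13 had a log2 fold change within 0.5 of 0. Vps37a (ENSMUSG00000031600, chromosome 8, 40511783 to 40550757) alone passed the filter on differential expression. It had 80.2 ± 19.1 CPM with compound 1 and 31.4 ± 6.34 with DMSO (SD, n = 3 each), and its groups did not overlap. Its log2 fold change was 1.35 (standard error 0.24), with an edgeR adjusted p of 0.0134 over all genes and 0.0167 over the 18 genes alone. Leaving out each library in turn gave log2 fold changes of 1.22 to 1.54 and an edgeR adjusted p of at most 0.0562. With a replicate block by column letter it was also the 1 gene of the 18 to pass.

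Pdss1 had a log2 fold change of 0.73 (standard error 0.19), with an edgeR adjusted p of 0.0453 over all genes and 0.0574 over the 18. With a replicate block by column letter its edgeR adjusted p over all genes was 0.119. Of the 13 alternatives other than leaving out a library, 8 gave an adjusted p under 0.05. For Pdss1, 17.2% of exon bases overlap A130006I12Rik and Abi1. Rhbdd3 (ENSMUSG00000034175, chromosome 11, 5098926 to 5106093) had 84.1 ± 24.5 CPM with compound 1 and 51.8 ± 10.5 with DMSO (SD, n = 3 each), ranges that overlap. Its log2 fold change of 0.70 (standard error 0.26) had an edgeR adjusted p of 0.136, and 10.7% of its exon bases overlap Ewsr1. Hirip3 (ENSMUSG00000042606, chromosome 7, 126861972 to 126865377) had 25.0 ± 14.2 and 22.6 ± 2.04 CPM, a log2 fold change of 0.15 (standard error 0.39), smaller than its error. Amdhd2 (ENSMUSG00000036820, chromosome 17, 24155833 to 24163766) had 38.3 ± 17.6 and 69.0 ± 18.6 CPM. Its log2 fold change was the lowest of the 18, at -0.85 (standard error 0.38, edgeR adjusted p = 0.205), and its groups overlapped. Gnb1 followed with -0.51 (edgeR adjusted p = 0.106). These values are totals over all transcripts of a gene and do not separate the isoforms that PCR separates.

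**Figure D2:**
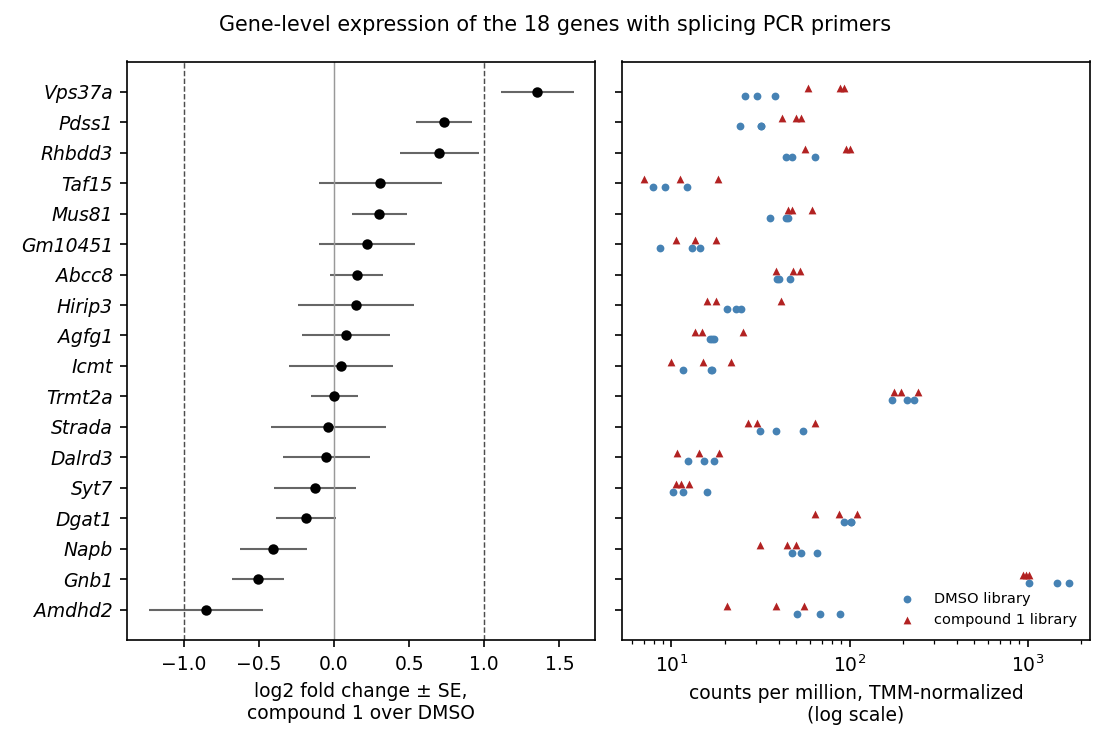
Expression of the 18 genes. Left, log2 fold change of compound 1 over DMSO with its standard error, and dashed lines at -1 and 1; right, TMM-normalized CPM on a log axis, with a triangle for each of the 3 compound 1 libraries and a circle for each of the 3 DMSO libraries. Vps37a, at 1.35, lies beyond the dashed line and the other genes lie between the lines.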

We went on to test a panel of individual events with the biggest dPSI values in both knock-down and compound **1** treatment or known to be differentially spliced upon knock-down of SMNDC1^9^ (3 selected events Fig. 7l and the full panel Supplementary Fig. 6f). For the majority of events, we confirmed the expected effect of the inhibition of SMNDC1 leading to the appearance of alternative spliced isoforms, comparable to SMNDC1 knock-down. Interestingly, we could also see the effect with a long-term, low-dose treatment (2 µM over 5 days) which is more comparable to the 5 days knock-down. Combining knock-down and inhibitor treatments again did not show synergistic effects.

Overall, we demonstrated specific effects of the inhibitor on the splicing function and the localization of SMNDC1 to nuclear speckles and its proximity to interaction partners, and to the architecture of nuclear speckles in general.

## Discussion

Previous work has shown that the interaction of the Tudor domain of SMNDC1’s paralog SMN with dimethylarginine causes biomolecular condensation^11^. Here, using endogenous fluorescent tags and in vitro assays, we show that also SMNDC1 undergoes phase separation. We find that SMNDC1 localizes to phase-separated membraneless organelles within the nucleus, partially overlapping with nuclear speckles. Consistent with previous findings^11^ and in contrast to SMN, the SMNDC1 Tudor domain alone is not driving this condensation behavior. Rather, the protein’s C-terminal IDR is sufficient for droplet formation in vitro. An RNA-binding prediction algorithm, RNAbindRplus^55^, suggests that the C-terminal region, especially residues 177–201, interacts with RNA (Supplementary Fig. 7). We therefore hypothesize that the C-terminal IDR is binding to RNAs which in turn recruit further proteins. This model is consistent with our earlier observation^9^ that the majority of SMNDC1 protein interactions are lost when RNA is hydrolyzed. Likely these RNA-mediated interactions together with arginine methyl interactions mediated by the SMNDC1 Tudor domain constitute the multivalent binding platform that is a typical prerequisite in the formation of biomolecular condensates. Only the combination of the C-terminal IDR and the Tudor domain (and the nuclear localization signal) is sufficient for the correct localization of SMNDC1 and the full spectrum of interactions to both proteins and RNA. Picking apart the individual contributions of the different parts of the protein is challenging, as the C-terminal region also harbors the NLS responsible for correct organelle localization, with the regions flanking the NLS particularly disordered (Fig. 1a). From our data it is not obvious whether SMNDC1 can form nuclear droplets on its own in cellulo as a scaffold or which proteins are required for SMNDC1 to localize to pre-formed membraneless organelles as a client. However, we do observe the dissolution of nuclear speckles upon SMNDC1 inhibition or knock-down. While other factors like SON and SRRM2 are known to be important for the formation of nuclear speckles^45^, these data hint at an important structural role of SMNDC1 in these membraneless organelles.

To generate chemical tools for the dose- and time-dependent study of SMNDC1 function, we focused on the protein’s Tudor domain. In contrast to the C-terminal region, the Tudor domain exhibits a well-defined structure with a characteristic aromatic cage that mediates specific recognition of dimethylarginine ligands. This feature potentially enables small molecule binding often referred to as druggability. We thus set out to identify small molecule inhibitors of SMNDC1’s Tudor domain using an AlphaScreen set-up. Some of the hit structures from our 90,000 compound library showed selectivity in only binding the SMNDC1 but not the SMN Tudor domain and follow up studies allowed us to derive structure-activity relationships for these compounds. Interestingly, these compounds are also active in cellular assays, although relatively high concentrations are needed. Then, the most promising inhibitor led to a loss of SMNDC1 from the nucleus and nuclear speckles and diminished SMNDC1’s interaction with its partners. The kinetics we observe provide a first hint how inhibiting SMNDC1’s Tudor domain might influence the architecture of nuclear speckles. While it does not immediately disrupt existing nuclear speckles, mobility and potentially inclusion of new proteins into the phase-separated compartment might be affected, leading to disruption over time. These data suggest that in cells the inhibition of the Tudor domain mediated interactions with its dimethylarginine binding partners drastically affects the protein function even with an intact C-terminal region. This perturbation then results in global splicing changes, consistent with the canonical function of the protein.

We identify specific inhibitors of SMNDC1’s Tudor domain influencing SMNDC1’s phase-separation behavior and splicing and architecture of nuclear speckles. These compounds are chemically distinct from inhibitors previously described for other Tudor domain proteins^56,57^, namely TP53B1^58,59^, Spindlin-1^60–63^, UHRF1^64–66^, TDRD3^67^, KDM4A^68^, SETDB1^69^, PHF1^70^, and SMN^34^. Our structure-activity relationships indicate that it is feasible to develop these compounds further to achieve specificity for SMNDC1 compared to its closest paralog SMN. Since the other ~34 human Tudor domain proteins in humans^71,72^ are less conserved, we expect even lower affinities, but it will be important to conduct unbiased analyses of potential off-targets and their contribution to cellular phenotypes.

Overall, our findings will enable further studies to improve the potency and specificity of the compounds, and more deeply investigate further potential off-targets including other Tudor domain proteins beyond SMN. With more potent and specific compounds, the effect on cells and in vivo could be explored better and disentangled from unspecific toxic effects. Additionally, these compounds might be further derivatized to develop other classes of pharmacological SMNDC1 modulators and in vivo active compounds for potential therapeutic development.

## Methods

### Nomenclature

To reduce confusion due to the difference between gene and protein name we have decided to only use SMNDC1 for both.

### AlphaFold

AlphaFold^37^ predictions were run via ColabFold^73^ (v1.2.0) with the AlphaFold2 algorithm and the following parameters:

msa_method=mmseqs2

homooligomer=1

pair_mode=unpaired

cov=0

qid=0

max_msa=512:1024

subsample_msa=True

num_relax=0

use_turbo=True

use_ptm=True

rank_by=pLDDT

num_models=5

num_samples=1

num_ensemble=1

max_recycles=3

tol=0

is_training=False

use_templates=False

### Cell culture

The murine αTC1 cell line was obtained from ATCC (Cat#CRL-2934, RRID:CVCL_B036). Cells were grown in low-glucose DMEM medium (Biowest L0066) supplemented with 10% FBS, 50 U/mL penicillin and 50 μg/mL streptomycin. HAP1 cells (Horizon discovery) were grown in IMDM medium (Sigma I6529) supplemented with 10% FBS, 50 U/mL penicillin and 50 μg/mL streptomycin. The Lenti-X™ 293 T cell line was purchased from Takara Bio (632180). Cells were grown in high-glucose DMEM medium (Sigma D5796) supplemented with 10% FBS, 1 mM sodium pyruvate, 50 U/mL penicillin and 50 μg/mL streptomycin.

### Intron tagging and live imaging of cells

Cell lines with fluorescent tags in the endogenous intron loci of different genes were generated as described in Serebrenik et al., and Reicher et al.^39,74^. Cells were transiently transfected using Avalanche-Everyday Transfection Reagent with three plasmids in parallel: (1) the donor plasmid containing the artificial intron with splice acceptor and splice donor site, the fluorescent tag GFP or RFP, and a possible correction for the frame of the targeted intron, (2) a pX330 backbone containing Cas9 and the gRNA against the donor plasmid, and (3) a plasmid expressing the gRNA against the target intron (see table below). After 3–5 days, GFP- and/or RFP-positive cells were sorted on a SONY SH800 Cell Sorter to get fluorescent single cell clones. Clones were validated for the correct integration of the intron-tag via comparison of live cell images to publicly available or in-house IF images, genomic DNA PCR amplification of the respective loci, and western blots with antibodies against the target protein and/or the fluorescent tag.

Cells were imaged on a PerkinElmer Opera Phenix automated microscope with 500 ms exposure time in either GFP or RFP channel, or on a Zeiss LSM 980 microscope. For condition-independent identification nuclear markers such as Hoechst or DRAQ5^TM^ were used.

**Table:** 

Gene	Species	Intron	gRNA Sequence
SMNDC1	mouse	1-2	GGACCCGTATGTTTGCCCCG
	mouse	2-3	AGACTTCCAGGCCAGCCAAG
	human	2-3	CTTGTGGAAATTGAACTATG
	mouse	3-4	TCACCTACACAGATCACGAT
	mouse	4-5	GCTAACCTGAGTTTAACCAT
	mouse	5-6	GTACCTAATGACTATTGACA
SRRM2	mouse	9-10	GATAGCTTAATGGGCCCATG
SMN1	mouse	5-6	TGAGCACTGGAGATACGGCG

### Immunofluorescence

Cells were fixed in the 96-well imaging plates they were growing in before by adding 37% formaldehyde solution 1:10 to the culture medium for a final concentration of 3.7%. Cells were incubated with this for 15 min at room temperature (RT). Next, cells were washed once with PBS, followed by a 30 min permeabilization step with PBST (0.2% Tween). Afterwards, cells were blocked with a 3% BSA in PBST solution for 1 h. Primary antibodies (SMNDC1: Thermo Fisher Scientific Cat#PA5-31148; RRID:AB_2548622, 1:500; SC35: GeneTex Cat#GTX11826; RRID:AB_372954, 1:500) in 1.5% BSA in PBST were added in their individual concentrations and incubated overnight (o/n) at 4 °C. On the next day, wells were washed 3x with PBST, before incubation with secondary antibodies (Goat anti-Rabbit IgG Alexa Fluor 546 Thermo Fisher Scientific Cat#A-11010; RRID:AB_2534077, 1:500; Goat anti-Mouse IgG Alexa Fluor 488 Thermo Fisher Scientific Cat#A-11001; RRID:AB_2534069, 1:500) and DAPI (5 mg/ml, 1:2000) for 1-2 h. After 3 washing steps with PBST, cells were ready to be imaged. Cells can be stored at 4 °C before imaging on the PerkinElmer Opera Phenix automated microscope or on a Zeiss LSM 980 microscope.

### Imaging quantifications

Images were analyzed using the high-content image acquisition and analysis software Harmony® 4.9 developed by PerkinElmer. First, nuclei were identified in the channel of the nuclear marker (DAPI/ Hoechst/ DRAQ5^TM^) (with Method C, Common Threshold 0.75, Area > 10 µm^2^). After the identification of nuclei, their corresponding cytoplasm was also identified using the respective nucleic acid marker (with Method A, Individual Threshold 0.15). Even though the highest staining of these nuclear markers is obviously detected in the nucleus they still produce a significant staining of the cytoplasm above background. After defining the respective cell areas, mean intensity in the different channels was measured. Finally, spots were identified with the according “Spots” algorithm (with Method A, Relative Spot Intensity > 0.053, Splitting Sensitivity: 1.0).

### Colocalization analysis

Images were preprocessed in Python version 3.7.9. Z-stacks in czi format were loaded with czifile library, version 2019.7.2, and reduced using maximum intensity Z projection. Segmentation of nuclei was carried out with Cellpose^75^ (version 0.6.1) based on the DAPI/DRAQ5^TM^ channel. Additional segmentation masks (mitotic nuclei only) were created manually. Preprocessed images and segmentation masks were saved in PNG format. CellProfiler^76^ (4.0.7) was used to extract fluorescence intensity measurements for non-mitotic and mitotic nuclei separately.

All preprocessing code and the CellProfiler pipeline are available at https://github.com/reinisj/colocalization_analysis and under 10.5281/zenodo.8091256.

### In-vitro protein expression

Expression plasmids for SMNDC1’s and SMN1’s Tudor domain as used in Tripsianes et al.^7^ were a kind gift from Michael Sattler. Protein expression plasmids with a GFP-fusion for droplet assays were generated by ligation independent cloning^77,78^ using pET His6 GFP TEV LIC cloning vector (1GFP) which was a gift from Scott Gradia (Addgene plasmid # 29663; http://n2t.net/addgene:29663; RRID:Addgene_29663) and amplification of the respective sequences from cDNA.

BL21(DE3) competent *E. coli* cells were transformed with the respective plasmids and liquid stocks frozen at −80 °C. Volumes described here are for 450 ml total volume bacterial culture but were adjusted according to protein amounts needed. From frozen liquid stocks, 200 ml LB Kanamycin cultures were grown at 30 °C overnight, diluted with 250 ml fresh LB and grown until OD_600_ reached 0.8-1. Protein expression was induced with 1 mM IPTG and bacteria grown for another 24 h at 20 °C. Bacteria were harvested by centrifugation at 4000xg for 15 min at 4 °C. Pellets were washed in 35 ml PBS and spun down again at 6000xg for 10 min at 4 °C. After removal of supernatant PBS, pellets can be stored at −80 °C.

For protein purification, pellets were resuspended in 13 ml Lysis buffer (50 mM TRIS pH 7.7, 500 mM NaCl, 1% Igepal, 2.5 mg/ml Lysozyme, 0.1 mg/ml DNase I), incubated for at least 15 min and sonicated to ensure cell lysis. Afterwards, lysates were spun down again for 20 min at 8500xg and 4 °C to remove debris pellet. In parallel, 1 ml of Ni-NTA resin (Qiagen) were added to a 15 ml tube and centrifuged at 700xg for 2 min. Supernatant was removed, and resin washed once by RIPA w/o EDTA (50 mM TRIS pH 7.7, 500 mM NaCl, 1% Igepal). Lysate supernatant was then added to equilibrated resin and rotated at 4 °C for 3 h. Beads were then spun down again at 700xg for 2 min, and washed rotating for 10 min twice by adding 14 ml RIPA w/o EDTA. Eventually, bound protein was eluted 5x with 1 ml elution buffer (250 mM Imidazole in RIPA w/o EDTA) by rotating at room temperature for 20 min, 25 min, 30 min, 45 min, o/n.

Proteins for droplet assays were then purified further by size exclusion chromatography (SEC) on a Superdex increase 200 10/300 GL column with 50 mM Tris pH 7.5, 125 mM NaCl, 10% glycerol and 1 mM DTT running buffer.

### In-vitro droplet assays

In vitro droplet assays were performed as described in Klein, Boija et al.^79^. Recombinant GFP-fusion protein purified by SEC in 50 mM Tris pH 7.5, 125 mM NaCl, 10% glycerol and 1 mM DTT running buffer was diluted to 10 µM with a concentrated PEG-8000 solution in the same buffer (and additional buffer according to protein concentration) to a final PEG-8000 concentration of 15%. In some of the experiments, total RNA isolated from αTC1 cells (10 ng/µl, Fig. 1i, k) or in vitro-transcribed RNA (100 ng/µl, Fig. 1j) was added. 10 µl of this solution were loaded onto PerkinElmer PhenoPlate™ 384-well microplates (formerly named CellCarrier Ultra microplates) and imaged immediately on the PerkinElmer Opera Phenix automated microscope with a 63x objective at the bottom of the well.

### Fluorescence recovery after photobleaching (FRAP)

For FRAP experiments, cells harboring intron-tags in SMNDC1 and SRRM2 were seeded 24 h before imaging on a Zeiss LSM 980 microscope. 15 min before imaging, medium was changed to medium without phenol red containing DRAQ5^TM^ 1:1000 to reduce autofluorescence and to mark nuclei. If cells were treated with compounds, these were added in the same step. After identifying a suitable cell, bleach and reference regions were defined. After taking one reference image, the bleach region was bleached 15 times for 5 milliseconds with 100% laser power at 488 nm for GFP and with 20% laser power at 546 nm for RFP. After bleaching, a new image was taken approximately every 3 s until 150 s after bleaching. Fluorescence intensities were quantified in the bleach and reference regions for every image and normalized to the intensity before bleaching.

### AlphaScreen

Compounds and controls were transferred on PerkinElmer OptiPlate-384 plates using an acoustic liquid handler (Echo, Labcyte). The AlphaScreen was conducted in 20 mM sodium phosphate pH 6.5, 50 mM NaCl, Tween 0.01%, BSA 0.1%. Protein concentration was optimized for each batch of purified protein. Optimal concentration was chosen at the lowest concentration with ~80% of maximum signal. The biotinylated binding peptide (Sequence: AAR*GR*GR*GMGR*GNIFQKRR, R* = sDMA)^7^ was used at 50 nM, and donor and acceptor beads at 5 µg/ml final concentration. In the first step, 10 µl of the protein solution containing either SMNDC1’s or SMN’s Tudor domain coupled to a 6xHis-Tag were distributed to 384-well plates pre-spotted with compounds and controls, shaken and incubated for 30 min at RT. Afterwards, 10 µl of peptide solution was added to each well and incubated for 1 h at RT. Finally, 5 µl of a solution containing both Streptavidin Donor and nickel chelate (Ni-NTA) Acceptor beads was added and again incubated for 1 h at RT. AlphaScreen signal was read out on a 2104 EnVision Multilabel Plate Reader with AlphaScreen settings, excitation time 180 ms, total measurement time 550 ms.

### Proximity labeling with APEX2

Proximity labeling with APEX2 was done following the described protocol for imaging and proteomic analysis^47^. Cell lines with a stable expression of APEX2-fusion proteins were generated using lentiviral transduction of plasmids generated with Gateway cloning of the respective fusion protein into pLEX305. pLEX_305 was a gift from David Root (Addgene plasmid # 41390; http://n2t.net/addgene:41390; RRID:Addgene_41390). The APEX2 sequence was amplified from APEX2-csGBP which was a gift from Rob Parton (Addgene plasmid # 108874; http://n2t.net/addgene:108874; RRID:Addgene_108874). Briefly, cells were incubated with 0.5 mM biotin-phenol for 30 min, after which 1 mM H_2_O_2_ was added for exactly 1 min. Afterwards the labeling reaction was quenched by 3 quick washes with Quenching solution (10 mM sodium ascorbate, 10 mM sodium azide, 5 mM Trolox in PBS). Cells were then fixed for IF analysis or detached from the plates with a cell scraper for WB or MS analysis.

### Biotin enrichment after proximity labeling

After proximity labeling, cells (~10 Mio. cells, 15 cm dish) were harvested, washed 2x in PBS, snap frozen and stored at −80 °C. Cell pellets were resuspended in 200 µL freshly prepared lysis buffer (1x PBS, 1% SDS, 2 mM MgCl_2_, Protease inhibitors, Benzonase), vortexed and incubated at 37 °C for 30 min. Samples were then centrifuged for 30 min at 18,000xg and +4 °C, supernatants transferred into fresh 1.5 ml lo-bind tubes on ice. After quantification of protein amounts by Pierce™ 660 nm Protein Assay, samples were normalized to 500 µg total protein input in a final volume of 300 µl lysis buffer. For reduction, 30 µl of 50 mM TCEP were added for a final concentration of 4.5 mM, vortexed and incubated on a shaking thermoblock at 56 °C for 1 h. After adjustment of pH by addition of 80 µl 1 M HEPES pH 7.5, 45 µl of freshly prepared 200 mM iodoacetamide were added for alkylation. Samples were vortexed and incubated on a shaking thermoblock at 25 °C for 30 min with light protection.

During reduction and alkylation 100 µl of streptavidin agarose beads (Pierce™ Streptavidin Agarose, Thermo Scientific, 20353) per sample were taken to 5 ml tubes in batches of 400 µl. To settle down the beads, tubes were centrifuged for 30 sec in a table-top spin centrifuge and settled further on ice for 3 min before taking off the supernatant. Beads were washed twice in 4 ml PBS. After the last washing, beads were resuspended in PBS and combined to a final volume of 100 µl/ sample. After distribution of 100 µl/ sample, 1.35 ml of PBS were added, and beads stored at 4 °C.

For enrichment, reduced and alkylated samples were then added to the prepared beads and rotated at 25 °C for 1 h. To settle down the beads, tubes were centrifuged for 30 sec in a table-top spin centrifuge and settled further at RT before taking off the supernatant.

BioRad Minispin columns were equilibrated on vacuum manifold with 1 ml Wash buffer 1 (0.2% SDS in PBS). Beads with enriched proteins were transferred from tubes to columns by resuspending in 2×0.5 ml Wash buffer 1. Afterwards, beads were washed 10x in 0.5 ml Wash buffer 2 (8 M Urea in PBS) and 4x in 0.5 ml PBS. After closing of columns, beads were resuspended in 2×0.5 ml digestion buffer (H_2_O (HPLC grade), 50 mM Ammonium bicarbonate, 0.2 M Guanidine hydrochloride, 1 mM Calcium chloride) and transferred into fresh 1.5 ml lo-bind tubes. To settle down the beads, tubes were centrifuged for 30 sec in a table-top spin centrifuge and settled further on ice for 3 min before taking off the supernatant. 250 µl Digestion buffer were added to the beads, and beads were stored at 4 °C before the overnight digest. 10 µl trypsin (0.1 µg/µl, total 1 µg) were added to each tube at the end of the day, incubation at 37 °C rotating inside the incubator overnight ( ~ 14 h).

For solid phase extraction (SPE) stage tips were prepared as follows. 32x 1 mm in diameter C18 material was punched out from Empore C18 disk using blunt syringe needle and plunged into filter-less P200 pipette tip, pushing towards narrow end of the tip. The metal piston was pressed down to fix the C18. 24 µl oligo R3 solution (15 mg/ml in 100% acetonitrile (ACN)) were applied to the C18 tip, centrifuged at 1,000xg for 1 min inside of a collection tube. C18 was activated by washing 2x with 100 µl 100% ACN, centrifugation at 1000xg for 1 min. Columns were equilibrated with 200 µl 0.1% TFA, centrifuged at 1000xg for 30 sec, wrapped in parafilm and stored at 4 °C overnight. Right before using them for clean-up of digests the next day, C18 columns were centrifuged at 1000xg for 2 min, equilibrated again with 200 µl 0.1% TFA, and centrifuged at 1,000xg for 3 min.

After overnight digest, beads were separated via centrifugation at 1000xg for 30 sec, and complete supernatants transferred into fresh 1.5 ml lo-bind tubes. Beads were washed with 200 µl H_2_O for HPLC using wide pipette tips, centrifuged again for 30 sec at 1000xg and supernatant combined with digest. The peptide samples were then acidified with 16 µl 30% TFA (~1% final) and loaded to the C18 columns in fractions of max. 250 µl, and centrifuged at 1000xg for 3 min each. After loading the full volume, columns were washed with 200 µl 0.1% TFA, and centrifuged at 1,000xg for 3 min. Samples were eluted with 2×50 µl elution buffer (90% ACN, 10% of 0.1% Trifluoroacetic acid (final 0.01%)) by centrifugation at 1000xg for 3 min. Eluates were dried in vacuum centrifuge at V-AQ, 45 °C for 1.5 h and stored at −20 °C until TMT-labeling.

Dried pellets after SPE were reconstituted in 15 µl of 100 mM HEPES pH 8.5 in H_2_O for HPLC (diluted from 1 M HEPES pharmaceutical standard stock solution, pH adjusted using NaOH for HPLC). Aliquots of frozen TMT labels (Lotnr. WA314599) were equilibrated at RT for 5 min, spun down in spin-centrifuge, vortexed and spun down again. 4 µl of respective TMTpro label were added, vortexed, spun down in spin-centrifuge and incubated at 25 °C and 300 rpm for 1 h. Reaction was stopped by adding 1.5 µl of 5% hydroxylamine solution in H_2_O for HPLC (prepared fresh from 50% hydroxylamine stock solution), vortexing, spinning down in spin-centrifuge and incubation at 25 °C and 300 rpm for 15 min. Full volumes of respective TMTpro channels were then pooled into fresh 1.5 ml lo-bind tube.

For a 2D analysis, samples were fractionated by on-tip high pH fractionation. Fresh ammonium formate (AF) buffer was prepared right before using, as it is volatile: 100 mM ammonium formate in 2 ml tube (6.3 mg into 1 ml H_2_O for HPLC) mixed into 4 ml H_2_O for HPLC in 15 ml tube, pH 10 adjusted with two drops of 25% ammonia solution ( ~ 35 µl, final concentration 20 mM). For 2D analysis, 1 ml of 20 mM freshly prepared AF was added to 320 µl of pooled sample. C18 columns were prepared as described above. The eluate was loaded in fractions (max. capacity 200 µl at once), centrifuged at 1000xg for 3 min each. The column was washed with 200 µl 20 mM AF, and centrifuged at 1000xg for 3 min. Each fraction was eluted in a fresh 1.5 ml lo-bind tube. All fractionation buffers (100% ACN and 20 mM AF mixed at different ratios) were prepared fresh:

Fraction 1: Elution with 50 µl 16% ACN (24 µl ACN + 126 µl 20 mM AF), centrifuged at 1000xg for 2 min, washed with 20 µl of same buffer, collected together in tube #1, centrifuged at 1000xg for 1 min.

Fraction 2: Elution with 50 µl 20% ACN (30 µl ACN + 120 µl 20 mM AF), centrifuged at 1000xg for 2 min, washed with 20 µl of same buffer, collected together in tube #2, centrifuged at 1000xg for 1 min.

Fraction 3: Elution with 50 µl 24% ACN (36 µl ACN 114 µl 20 mM AF), centrifuged at 1000xg for 2 min, washed with 20 µl of same buffer, collected together in tube #3, centrifuged at 1000xg for 1 min.

Fraction 4: Elution with 50 µl 28% ACN (42 µl ACN + 108 µl 20 mM AF), centrifuged at 1000xg for 2 min, washed with 20 µl of same buffer, collected together in tube #4, centrifuged at 1,000xg for 1 min.

Fraction 5: Elution with 50 µl 80% ACN (120 µl ACN + 30 µl 20 mM AF), centrifuged at 1000xg for 2 min, washed with 20 µl of same buffer, collected together in tube #5, centrifuged at 1000xg for 1 min.

All 5 eluates were dried in vacuum centrifuge at 45 °C, V-AQ for at least 2 h (until dry) and frozen at −20 °C until analysis.

For a WB analysis instead of the described preparation of samples for MS, samples were not reduced and alkylated, but instead loaded on to streptavidin beads directly after lysis, quantification, and normalization. Instead of digesting proteins on the beads after enrichment, beads were transferred to lo-bind tubes with 2×0.5 mL PBS. After removal of supernatant, proteins were eluted from the beads in 3 rounds. First, 50 µl 4x LB was added, beads incubated at 95 °C for 10 mins, spun down and supernatant transferred to a new tube. Second, 50 µl 1x LB was used and combined. Last, 50 µl PBS was used and combined. Typically, 30 µl of sample were loaded on an SDS-PAGE gel.

### SDS-PAGE followed by Coomassie staining or western blotting

To separate proteins according to size, cell lysates/ protein solutions were loaded onto SDS-polyacrylamide gels (12%) with 4x Laemmli loading buffer (LB):

17.6 ml 0.5 M Tris pH 6.8

17.6 ml Glycerol

8.8 ml 20% SDS

2 ml 1% bromophenol blue

2 ml beta-mercaptoethanol

Afterwards, proteins were separated through application of an electric field (120 V for 15 min, 160 V for 90 min). For visualization of total protein, gels were stained with Coomassie Blue. To do so, the gel was fixed in fixing solution (50% methanol, 10% glacial acetic acid) for 1 h with gentle agitation. The gel was then stained in staining solution (0.1% Coomassie Brilliant Blue R-250, 50% methanol and 10% glacial acetic acid) for 20 min, followed by several rounds of destaining with destaining solution (40% methanol, 10% glacial acetic acid).

For visualization of individual proteins, they were transferred to a nitrocellulose membrane (GE Healthcare Life Science) by electrophoresis. The membrane was blocked by 5% Milk solution in TBST for at least 1 h at RT, followed by incubation in primary antibody solution (SMNDC1: Novus Biologicals Cat#NBP1-47302; RRID:AB_10010256; SFPQ: Atlas Antibodies Cat#HPA047513; RRID:AB_2680073; APEX2 Innovagen PA-APX2-100; for all dilution 1:1000 in 5% Milk TBST) at 4 °C o/n. Membranes were then washed 3 times in TBST, followed by incubation with HRP-coupled secondary antibody solution (Peroxidase AffiniPure Donkey Anti-Mouse IgG Jackson ImmunoResearch Cat#715-035-151; RRID:AB_2340771; Peroxidase AffiniPure Donkey Anti-Rabbit IgG Jackson ImmunoResearch Cat#711-035-152; RRID:AB_10015282; Goat Anti-Chicken IgY H&L (HRP) Abcam ab97135; RRID:AB_10680105; for all dilution 1:20000 in 5% Milk TBST) for at least 1 h at RT. After 3 more washing steps, signal was detected by application of Clarity ECL Western Blotting Substrate (Bio-Rad) to the membrane with a ChemiDoc MP Imaging System (Bio-Rad) with Image Lab Touch Software Version 2.3.0.07.

### 2D-RP/RP liquid chromatography—tandem mass spectrometry analysis

Mass spectrometry analysis was performed on an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific, San Jose, CA) coupled to a Dionex Ultimate 3000 RSLCnano system (Thermo Fisher Scientific, San Jose, CA) via a Nanospray Flex Ion Source (Thermo Fisher Scientific, San Jose, CA) interface. Peptides were loaded onto a trap column (PepMap 100 C18, 5 μm, 5 × 0.3 mm, Thermo Fisher Scientific, San Jose, CA) at a flow rate of 10 μL/min using 0.1% TFA as loading buffer. After loading, the trap column was switched in-line with an Acclaim PepMap nanoHPLC C18 analytical column (2.0 µm particle size, 75 µm IDx500mm, catalog number 164942, Thermo Fisher Scientific, San Jose, CA). Column temperature was maintained at 50 °C. Mobile-phase A consisted of 0.4% formic acid in water and mobile-phase B of 0.4% formic acid in a mix of 90% acetonitrile and 10% water. Separation was achieved by applying a four-step gradient over 151 min at the flow rate of 230 nL/min (initial gradient increase from 6% to 9% solvent B within 1 min, 9% to 30% solvent B within 146 min, 30% to 65% solvent B within 8 min and, 65% to 100% solvent B within 1 min, 100% solvent B for 6 min before equilibrating at 6% solvent B for 23 min prior to next injection). In a liquid-junction set-up, electrospray ionization was enabled by applying a voltage of 1.8 kV directly to the liquid to be sprayed, and non-coated silica emitters were used.

The mass spectrometer was operated in a data-dependent acquisition mode (DDA) and used a synchronous precursor selection (SPS) approach, which enables more accurate multiplexed quantification of peptides and proteins at the MS3 level. For both MS2 and MS3 level we collected a survey scan of 400–1600 m/z in the Orbitrap at a resolution of 120 000 (FTMS1), an AGC target was set to ‘standard’ and a maximum injection time (IT) of 50 ms was applied. Precursor ions were filtered according to charge state (2-6), dynamic exclusion (60 s with a ± 10 ppm window), and monoisotopic precursor selection. Precursor ions for data-dependent MS^n^ (ddMS^n^) analysis were selected using 10 dependent scans (TopN approach). Charge state filter was used to select precursors for data-dependent scans. In ddMS^2^ analysis, spectra were acquired using a single charge state per branch (from *z* = 2 to *z* = 5) in a dual-pressure linear ion trap (ITMS2). Quadrupole isolation window was set to 0.7 Da and collision induced dissociation (CID) fragmentation technique was used at a normalized collision energy of 35%. Normalized AGC target value was set to 200% with a maximum IT of 35 ms. During the ddMS^3^ analyses, precursors were isolated using SPS waveform and different MS1 isolation windows (1.3 m/z for *z* = 2, 1.2 m/z for *z* = 3, 0.8 m/z for z = 4 and 0.7 m/z for *z* = 5). Target MS2 fragment ions were further fragmented by high-energy collision induced dissociation (HCD) followed by Orbitrap analysis (FTMS3). The HCD normalized collision energy was set to 45% and normalized AGC target was set to 300% with a maximum IT of 100 ms. The resolution was set to 50 000 with defined scan range from 100 to 500 m/z. Xcalibur version 4.3.73.11 and Tune 3.4.3072.18 were used to operate the instrument.

### Data processing and data analysis

Following data acquisition, acquired raw data files were processed using the Proteome Discoverer v.2.4.1.15 platform, choosing a TMT16plex quantification method. In the processing step we used Sequest HT database search engine and Percolator validation software node to remove false positives with a false discovery rate (FDR) of 1% on peptide and protein level under strict conditions. Searches were performed with full tryptic digestion against the mouse SwissProt database v.2017.10.25 (SwissProt TaxID=10090, 25 097 sequences and appended known contaminants and streptavidin) with a maximum of two allowed miscleavage sites. Oxidation (+15.994 Da) of methionine and acetylation of protein N termini (+42.011 Da), as well as methionine loss (−131.040 Da) and acetylation of protein N termini with methionine loss (−89.030 Da) were set as variable modification, while carbamidomethylation ( + 57.021 Da) of cysteine residues and tandem mass tag (TMT) 16-plex labeling of peptide N termini and lysine residues (+304.207 Da) were set as fixed modifications. Data was searched with mass tolerances of ±10 ppm and ±0.6 Da on the precursor and fragment ions, respectively. Results were filtered to include peptide spectrum matches with Sequest HT cross-correlation factor (Xcorr) scores of ≥1 and high peptide confidence assigned by Percolator. MS3 signal-to-noise values (S/N) values of TMTpro reporter ions were used to calculate peptide/protein abundance values. Peptide spectrum matches with precursor isolation interference values of ≥70%, SPS mass matches ≤65% and average TMTpro reporter ion S/N ≤ 10 were excluded from quantitation. Both unique and razor peptides were used for TMT quantitation. Isotopic impurity correction was applied. Data were normalized on total peptide amount for correction of experimental bias and scaled ‘on all average’. Protein ratios are directly calculated from the grouped protein abundances using a one-way ANOVA hypothesis test, followed by Benjamini-Hochberg correction for multiple comparisons. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037092 and 10.6019/PXD037092.

### Enrichr analysis

Gene symbols of proteins identified by mass-spectrometry or subsets thereof were analyzed for enrichment of gene ontology (GO) Biological Process 2021 terms with the online tool “Enrichr” (https://maayanlab.cloud/Enrichr/)^80^. For each term that is associated with at least one identified gene symbol an odds ratio was calculated based on the size of the input dataset and the size of the group of gene symbols associated with that term. Furthermore, a *p*-value, and an adjusted *p*-value (Benjamini-Hochberg method for correction for multiple hypotheses testing) was determined.

### NMR experiments

Isotope-enriched SMN_84-147_ and SMNDC1_65-128_ were expressed and purified as described in Tripsianes et al.^7^. NMR experiments were performed on Bruker Avance III spectrometers operating at 600 MHz or 800 MHz ^1^H frequencies using H/N/C triple-resonance cryogenic probes. All NMR acquisition was performed in 3 mm tubes at 25 °C. Spectra were processed using Topspin 3.5 (Bruker) and analyzed with Cara 1.9.17^81^ or NMRglue^82^-based Python scripts. Chemical shift assignments were transferred from Selenko et al.^83^ and Tripsianes et al.^7^ (BMRB: 4899 for SMN, 18006 for SMNDC1). All titration measurements were performed in 20 mM sodium phosphate buffer pH 6.5, 50 mM NaCl, 4 mM dithiothreitol and 10% (v/v) D_2_O as deuterium lock. Aqueous, buffered inhibitor stock solutions of maximal 20 mM concentration were prepared and carefully adjusted to pH 6.5. Inhibitor concentration was measured by addition of 100 µM DSS, peak integration and calculating with $${{{{{\rm{C}}}}}}=\frac{{{{{{\rm{I}}}}}}\cdot {{{{{{\rm{N}}}}}}}_{{{{{{\rm{DSS}}}}}}}\cdot {{{{{{\rm{C}}}}}}}_{{{{{{\rm{DSS}}}}}}}}{{{{{{{\rm{I}}}}}}}_{{{{{{\rm{DSS}}}}}}}\cdot {{{{{\rm{N}}}}}}}$$ where C, I, N and C_DSS_, I_DSS_, N_DSS_ is the concentration, peak intensity, and number of protons of inhibitor and DSS, respectively. Titration experiments were performed with 50 µM ^15^N-labeled SMN_84-147_ and SMNDC1_65-128_ and addition of 0, 0.05, 0.1, 0.25, 0.5 and 0.8 mM compound **13**. Since the titration did not reach saturation, an additional point was measured for SMNDC1 with 8 mM compound **13**. An apparent dissociation constants *K*_D_ of around 1 mM was calculated from CSP data using $${{{{{\rm{CSP}}}}}}=\,\frac{{{{{{{\rm{CSP}}}}}}}_{{{\max }}}\cdot {{{{{\rm{c}}}}}}}{{{{{{\rm{c}}}}}}+{{{{{{\rm{K}}}}}}}_{{{{{{\rm{D}}}}}}}}$$ with c being the concentration of compound **13** and CSP_max_ the CSP at saturation. However, this value is obstructed by solubility issues of **13** and therefore not comparable with the IC50 values from the AlphaScreen assay, where lower concentrations were used. To record intermolecular NOE data, a 1 mM sample of ^13^C,^15^N-labeled SMNDC1_65-128_ was prepared, lyophilized, and resolved in D_2_O containing 20 mM buffered compound **13**. To confirm saturation of binding, a ^1^H,^15^N-HSQC spectrum was acquired and compared with the titration data. ω_1_-^13^C-filtered and ω_2_-^13^C-filtered two-dimensional NOESY and ω_2_-^13^C-filtered, ω_1_-^13^C-edited three-dimensional NOESY experiments^84^ were recorded with 150 ms mixing times. Chemical shift assignments were transferred from Tripsianes et al.^7^.

### Docking calculation

Docking calculations were performed using the HADDOCK webserver^52,53^. Structure and topology files for compound **13** were generated by prodrg2^85^. The SMNDC1/sDMA structure (PDB: 4A4H)^7^ was used as a protein model with the sDMA removed beforehand. Instead of defining active/passive residues, intermolecular NOE contacts were introduced as ambiguous restraints. Visible and assigned NOE crosspeaks were defined as distance restraints with a lower limit of 0.5 Å and upper limit of 5 Å. Peak intensities of crosspeaks were measured and normalized to the strongest peak. According to their relative intensities, upper distance limits were gradually lowered to 3.5 Å for non-overlapping crosspeaks. 1000, 400 and 400 structures were calculated for the different stages of rigid body docking, semi-flexible refinement, and final refinement, respectively. Parameters were chosen as suggested by HADDOCK for small molecule docking. 200 structures were analyzed and clustered by RMSD with a cutoff of 1.5 Å resulting in one cluster, which contains all analyzed structures.

### SMNDC1 knock-down

SMNDC1 knock-down was performed as described in Casteels et al.^9^. Briefly, Smndc1 shRNA from the TRC shRNA library (https://portals.broadinstitute.org/gpp/public/) (TRCN0000123795) was cloned into pLKO.1 (Addgene plasmid #10878). This plasmid was packaged into lentivirus in Lenti-X™ 293 T cells (BOSC-23, RRID:CVCL_4401, TakaraBio Cat#632180) with Lipofectamine™ 3000 (Thermo Fisher Scientific L3000008) and packaging plasmids psPAX2 (Addgene plasmid #12260) and pMD2.G (Addgene plasmid #12259). Target cells were transduced with viral supernatant after filtering and addition of 8 µg/ml Polybrene® (Santa Cruz Biotechnology sc-134220) 48 h after transfection. Medium was changed 24 h later.

### Splicing PCRs

To perform splicing PCRs, RNA was isolated from pelleted cells using the RNeasy Mini Kit (Qiagen, #74106). RNA was then reverse transcribed with LunaScript RT SuperMix Kit (NEB #E3010). cDNA was PCR-amplified with OneTaq® Quick-Load® 2X Master Mix (NEB # M0486) for 35 cycles with the following primers as suggested on vastdb.crg.eu:

**Table:** 

Gene	Event	Orientation	Sequence
Rhbdd3	MmuINT0134487	F	TTCCTGCACAACTCCACTGTG
Rhbdd3	MmuINT0134487	R	GCCAGAGACTTGCAAAGGACA
Hirip3	MmuEX0022948	F	AGGCAGCAGTAATGGTGACAG
Hirip3	MmuEX0022948	R	GCGACACTTCTCCAAGGAAGG
Amdhd2	MmuINT0014597	F	GCCTGGCTTTATCGATGTGCA
Amdhd2	MmuINT0014597	R	TGTGATAAACCTCTGGTGGGGA
Vps37a	MmuEX1027740	F	AGGCAAAAGGCAAACCGTTTT
Vps37a	MmuEX1027740	R	TGTTCTCTTTTCCTTGAAGCTATTGA
Taf15	MmuEX0046179	F	ATGACCGTCGTGATGTGAGTA
Taf15	MmuEX0046179	R	CAGCATCTGGTCTGGGTCCAT
Dgat1	MmuINT0048631	F	TGGGTTCCGTGTTTGCTCTG
Dgat1	MmuINT0048631	R	CGGTAGGTCAGGTTGTCTGGA
Gnb1	MmuEX0021329	F	GACCAGCCTCGCCGACTC
Gnb1	MmuEX0021329	R	GCAGCTGGTCAAGTTCACTCA
Strada	MmuEX0045528	F	TCTTGTAAGTAAACCAGAGCGCA
Strada	MmuEX0045528	R	GGTGAGCAGCTCATAACACCC
Abcc8	MmuEX0003147	F	TACGAGGCCCGGTTCCAG
Abcc8	MmuEX0003147	R	AGCCCCTCATAGCTCTCTGC
Syt7	MmuEX0046044	F	GGCAAACGCTACAAGAATTCCT
Syt7	MmuEX0046044	R	GCATCTCGCTGGTAAGGGA
Agfg1	MmuEX0004229	F	CTGCTCAGACACAACCTGCTT
Agfg1	MmuEX0004229	R	CTGTCTGCTGAGGGAAAGCTG
Napb	MmuEX0030873	F	AAACTCCACATGCAGCTCCAG
Napb	MmuEX0030873	R	TCGGCAATGGTGATATGGTGC
Pdss1	MmuALTA0012992-2/2	F	GAGCTGCACATCTCCACCAGA
Pdss1	MmuALTA0012992-2/2	R	TGGATCATTTCTGCAACTAAGGCT
Gm10451	MmuINT1011021	F	CACTGTGGCCAAACATCCCTG
Gm10451	MmuINT1011021	R	TGGATCAAGATGTTGCAATTTTTATC
Trmt2a	MmuINT0165647	F	AGGTGAAGAGAGTAGTGGGAA
Trmt2a	MmuINT0165647	R	CGTGGTGGGTCTAGAACAGCT
Dalrd3	MmuINT0046584	F	ATCCTCTCCGTGGCTACCATC
Dalrd3	MmuINT0046584	R	TACAGACCTTGCTCCGTTCCA
Icmt	MmuEX0023562	F	TCAGAGCTTGTTTCCTTGGCT
Icmt	MmuEX0023562	R	GGCCAGAAGATGTTCTCGAGC
Mus81	MmuINT1023759	F	AGCCTTCCACAAACCCTCTCT
Mus81	MmuINT1023759	R	GGTGCTGTATCGATCCACCAC

The PCR products were run on a 1% Agarose gel for 30 min at 100 Volt.

### RNA sequencing and transcriptome analysis

RNA sequencing libraries were prepared from low-input samples using the Smart-seq2 protocol^86^. The subsequent library preparation from the amplified cDNA was performed using the Nextera XT DNA library prep kit (Illumina, San Diego, CA, USA). Library concentrations were quantified with the Qubit 2.0 Fluorometric Quantitation system (Life Technologies, Carlsbad, CA, USA) and the size distribution was assessed using the Experion Automated Electrophoresis System (Bio-Rad, Hercules, CA, USA). For sequencing, samples were diluted and pooled into NGS libraries in equimolar amounts.

Expression profiling libraries were sequenced on NovaSeq 6000 instrument (Illumina, San Diego, CA, USA) with a 100-base-pair, paired-end setup. Raw data acquisition and base calling was performed on-instrument. Subsequent raw data processing off the instruments involved two custom programs (https://github.com/epigen/picard/) based on Picard tools (2.19.2) (https://broadinstitute.github.io/picard/). In a first step, base calls were converted into lane-specific, multiplexed, unaligned BAM files suitable for long-term archival (IlluminaBasecallsToMultiplexSam, 2.19.2-CeMM). In a second step, archive BAM files were demultiplexed into sample-specific, unaligned BAM files (IlluminaSamDemux, 2.19.2-CeMM).

NGS reads were mapped to the Genome Reference Consortium GRCm38 assembly via “Spliced Transcripts Alignment to a Reference” (STAR)^87^ utilizing the “basic” Ensembl transcript annotation from version e100 (April 2020) as reference transcriptome. The mm10 assembly of the UCSC Genome Browser was used for downstream data processing, and the Ensembl transcript annotations were adjusted to UCSC Genome Browser sequence region names. STAR was run with options recommended by the ENCODE project. NGS read alignments overlapping Ensembl transcript features were counted with the Bioconductor (3.11) GenomicAlignments (1.24.0) package via the summarizeOverlaps function in Union mode, ignoring secondary alignments and alignments not passing vendor quality filtering. Since the Smart-seq2 protocol is not strand specific, all alignments irrespective of the gene or transcript orientation were counted. Transcript-level counts were aggregated to gene-level counts and the Bioconductor DESeq2^88^ (1.28.1) package was used to test for differential expression based on a model using the negative binomial distribution.

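For the values given here, the deposited counts were tested with edgeR and not with DESeq2. The trimmed mean of M-values (TMM) gave normalization factors of 1.067, 1.058 and 1.096 for the compound 1 libraries and 0.938, 0.936 and 0.921 for the DMSO libraries. Every factor of a compound 1 library was above every factor of a DMSO library. The glucagon gene Gcg held 0.38%, 0.30% and 0.32% of the counts with compound 1 and 1.90%, 1.91% and 2.11% with DMSO. After normalization the median log2 fold change of the tested genes was 0.041, and 51.8% of them were above 0. The negative binomial model had a common dispersion of 0.406. The spread between replicates depended on expression: the median biological coefficient of variation was 0.92 for the 4013 genes under a log2 CPM of 1 and 0.12 for the 1596 genes above 7. The median standard error of the log2 fold change went from 1.04 to 0.11 between the same groups of genes. A change of 1 was therefore within 1 standard error for the median gene of the least expressed group. The share of genes past an adjusted p-value of 0.1 and a log2 fold change of 1 in either direction was 5.6% in the first group, 15.2% between 3 and 5 and 11% in the last. With DESeq2, 2518 genes passed, and 99.2% of the genes that passed with edgeR were among them. In simulated counts with 200 changed genes, DESeq2 called 98 unchanged genes (42.2% of its calls) and edgeR 11 (8.8%). The simulated counts followed edgeR's dispersions, and few genes were changed. These shares therefore do not carry over to the genes called in the real counts. DESeq2 recovered 72% of the changed genes it ran on and edgeR 60.3%.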

### Splicing analysis

Alternative splicing events were characterized and quantified using VAST-TOOLS^54^ (2.5.1) in conjunction with the *Mus musculus* database (vastdb.mm2.23.06.20), based on the Genome Reference Consortium assembly GRCm38.p5 and Ensembl transcript annotation 88 (March 2017). Briefly, NGS reads were aligned for each read group independently, read groups were merged into samples and samples were combined into a summary table. 

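With no limit on the size of the change, 2230 genes had an edgeR adjusted p-value under 0.05 between compound 1 and DMSO, 1053 of them higher with compound 1 and 1177 lower. Adding the limit of 1 on the absolute log2 fold change to that threshold left 1183 genes, 692 higher and 491 lower. Without adjustment, 4238 genes had a p-value under 0.05. With each library left out in turn, from 1253 to 1556 genes had an edgeR adjusted p-value under 0.05. With a replicate block by column letter, 1232 genes did, 524 higher and 708 lower, and the deviations of columns with the same letter had correlations of 0.00 to 0.03. The direction of the majority reversed with library size only in place of TMM (1630 higher, 796 lower) and with DESeq2 (2181 higher, 2117 lower). In the other alternatives more genes were lower.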

The differential splicing events were called via the VAST-TOOLS “compare” algorithm (min_dPSI > 15, min_range > 5) and further filtered for genes showing statistical significance (adjusted *P*-value ≤ 0.1) and a sizable effect (absolute log2-fold change ≥ 1.0) in the differential expression analysis.

### Statistics and Reproducibility

For representative images, these are the number of replicates with similar results:

Figure 1b: *n* = 5, Fig. 1c: *n* = 4 (see Supplementary Fig. 1c), Fig. 1d: *n* = 5, Fig. 1e: *n* = 5, Fig. 1f: *n* = 3, Fig. 1g: *n* = 3, Fig. 2a: *n* = 3, Fig. 2b: *n* = 3, Fig. 2d: *n* = 3, Fig. 2e: *n* = 3, Fig. 2f: *n* = 3, Fig. 3b: *n* = 2, Fig. 7l: *n* = 1, Supplementary Fig. 1d: *n* = 1, Supplementary Fig. 2b: *n* = 2, Supplementary Fig. 3a: *n* = 2, Supplementary Fig. 5g: *n* = 3, Supplementary Fig. 6f: *n* = 1.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037092 and 10.6019/PXD037092. NMR structures have been deposited to PDB with the identifier 8POI and to BMRB with the identifier 34831. RNA-seq data have been deposited to GEO with the identifier GSE231600. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Pharmacological perturbation of the phase-separating protein SMNDC1
**Source:** Nat Commun. 2023 Aug 16;14:4504. doi: 10.1038/s41467-023-40124-0
**Supplement:** Supplementary file 1 — Supplementary Information

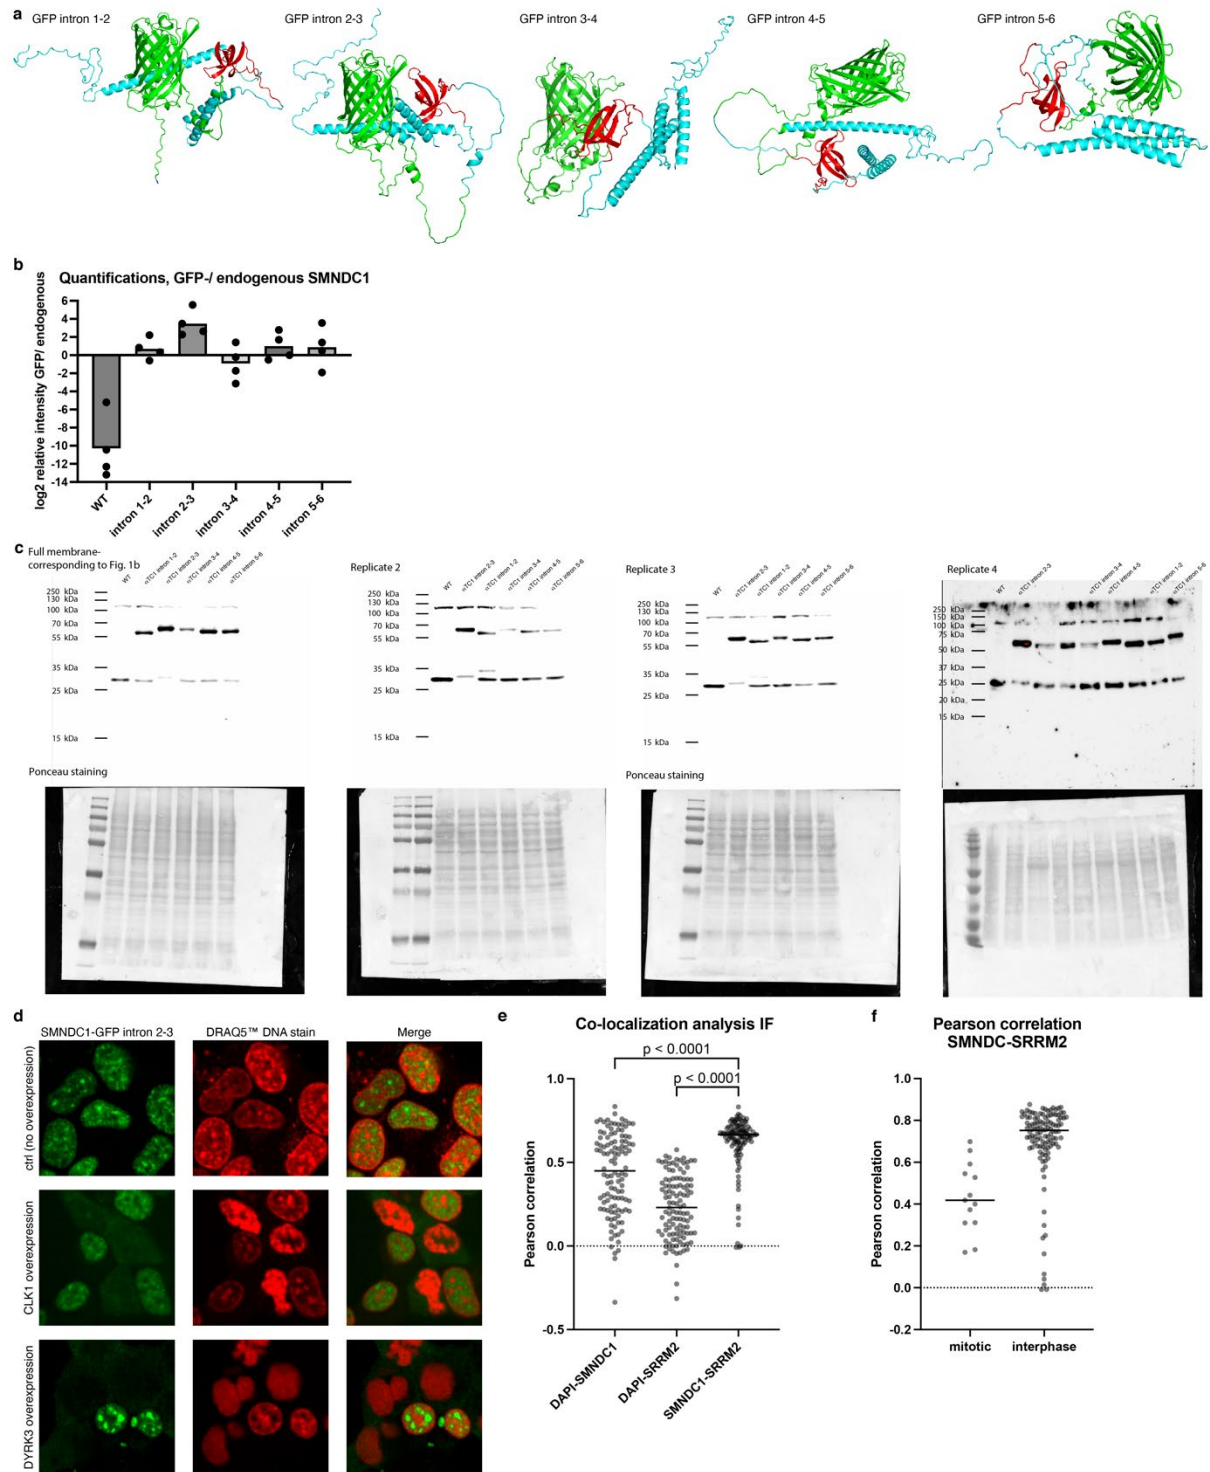

**Supplementary Fig. 1 | SMNDC1 co-localizes with nuclear speckle markers.** **a**, AlphaFold structure predictions of SMNDC1 with GFP (marked in green) integrated in different introns. **b**, Quantification of SMNDC1-GFP band divided by endogenous SMNDC1 band in different clonal intron-tag cell lines ( $\alpha$ TC1), on a log2 scale. Data shown as mean, n=4. **c**, Immunoblots showing expression of WT SMNDC1 and SMNDC1-GFP fusion proteins in clonal cell lines

with GFP-tag in different introns, 4 replicates. Ponceau staining to show comparable loading. **d**, Live imaging of SMNDC1-GFP intron 2-3 cell line with DRAQ5<sup>TM</sup> nuclear staining, control (no overexpression), overexpressing CLK1 or DYRK3. **e**, Co-localization analyses of IF images of  $\alpha$ TC1 WT with SMNDC1-antibody, SC35-antibody, and DAPI nuclear staining. Pearson correlation between different channels of maximum intensity projections of z-stack images of individual cells (n=114). Data shown as scatter plot + median line, analyzed by two-tailed, unpaired t-test. **f**, Comparison of Pearson correlation values in co-localization analyses of mitotic (n=114) and interphase (n=13) cells, live imaging corresponding to Fig. 1g+h. Data shown as scatter plot + median line.

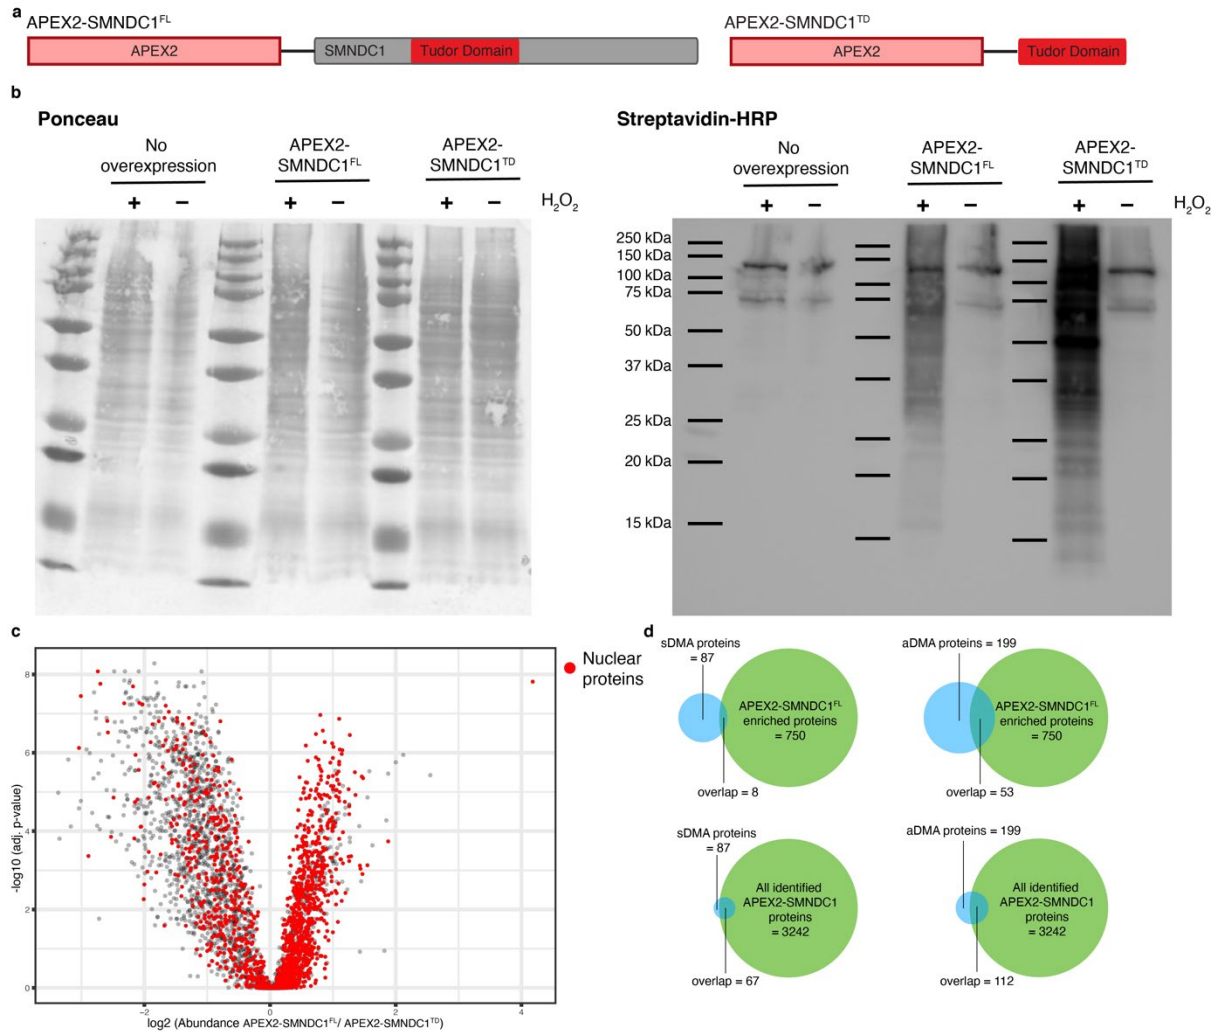

**Supplementary Fig. 2 | Characterization of SMNDC1's interactome by proximity labeling.** **a**, Depiction of APEX2-fusion constructs APEX2-SMNDC1<sup>FL</sup> and APEX2-SMNDC1<sup>TD</sup>. **b**, Ponceau S staining of all proteins and western blot with Streptavidin-HRP showing all biotinylated proteins. **c**, Volcano plot showing log<sub>2</sub> abundance against -log<sub>10</sub> adjusted p-value of APEX2-SMNDC1<sup>FL</sup> versus APEX2-SMNDC1<sup>TD</sup> biotinylated and enriched proteins. Nuclear proteins highlighted in red. **d**, Venn diagrams showing the overlap of all proteins with a known sDMA modification or aDMA modification (light blue), and APEX2-SMNDC1<sup>FL</sup> enriched proteins or all proteins identified with SMNDC1 proximity labeling (green).

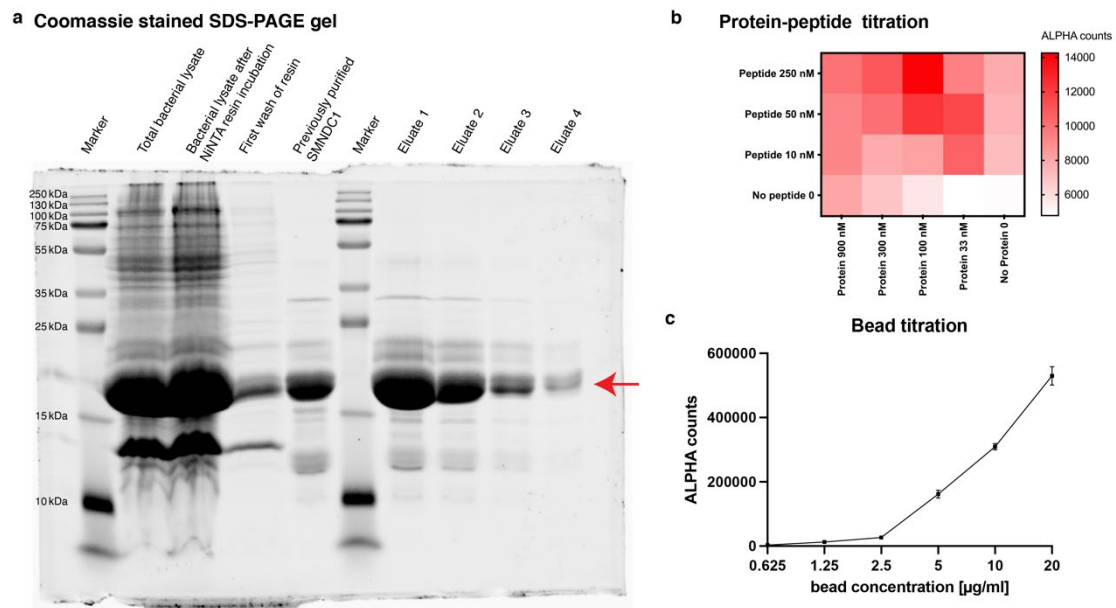

**Supplementary Fig. 3 | Establishment of AlphaScreen.** **a**, Coomassie staining of all proteins in different samples along the protein purification process. SMNDC1-Tudor domain marked by red arrow. **b**, Cross-titration of different protein and peptide concentrations in AlphaScreen. **c**, Titration of AlphaScreen acceptor and donor beads with 50 nM peptide, 75 nM protein. Data shown as mean + standard deviation, n=3.

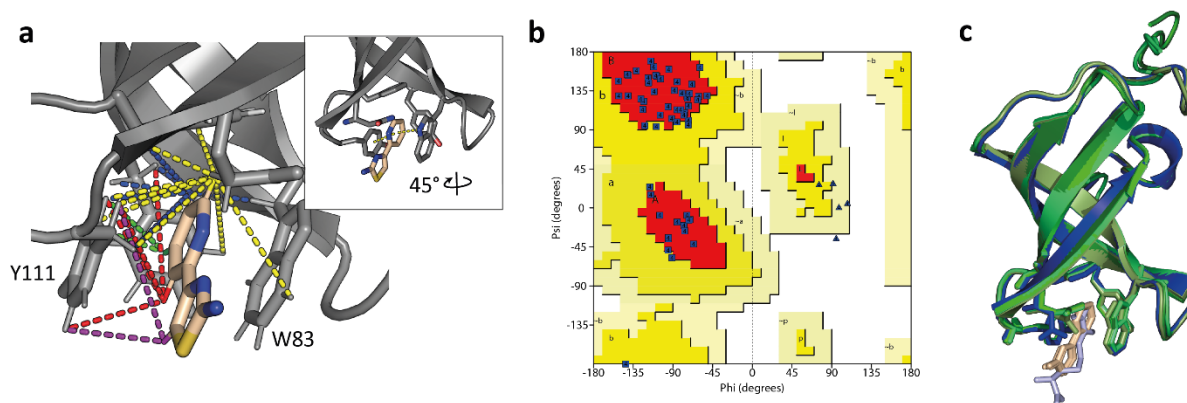

**Supplementary Fig. 4 | SMNDC1/inhibitor complex.** **a**, Inter-molecular NOEs (dashed line) used in the restraint-driven docking simulation. NOEs derived from different protons of the inhibitor are colored individually. Phe or Tyr protons HE and HD were not specifically assigned, and a dashed line is only shown for the proton with the closest distance to the NOE contact. The inset shows the relative orientation of the structure compared to Figure 6. **b**, Ramachandran plot of the four lowest-energy structures, 88.9% and 11.1% of the backbone torsion angles are found in the favored regions and additional allowed regions, respectively. **c**, Overlay of SMNDC1/ compound **13** complex (four lowest-energy structures, shades of green; compound **13**, light brown) and SMNDC1/sDMA (blue/light blue, PDB: 4A4H) shows high structural similarity (backbone rmsd 0.295-0.375 Å).

**Supplementary Fig. 5 | Effects of SMNDC1 Tudor domain inhibition on localization. a,**

Live imaging of SMNDC1-GFP  $\alpha$ TC1-clones treated with DMSO, compound **1** or **9**. Nuclei stained with Hoechst, corresponding to images in Fig. 7a. **b**, Quantification of AnnexinV+ and PI+ cells ( $\alpha$ TC1), treated with DMSO or compound **1**. Data shown as mean + standard deviation, n=3. **c**, Quantification of nuclear SRRM2-RFP in live imaging data of SRRM2-RFP  $\alpha$ TC1 cells treated with DMSO, compound **1** or **9**. Data shown as mean + standard deviation, n=3. **d-e**, Quantification of nuclear SRRM2-RFP and SRRM2-RFP spots/ nucleus in live imaging data of different SRRM2-RFP  $\alpha$ TC1-clones treated with DMSO or compound **1**. Data analyzed by two-tailed, ratio-paired t-test. **f**, Upper panels: Immunofluorescence images of cells ( $\alpha$ TC1 WT) stained with antibodies against SMNDC1 (green), SC25 (magenta), and nuclear marker DAPI (blue), treated with DMSO or compound **1**. Lower panels: Quantifications of SMNDC1-AB intensity and SC35-AB intensity in the nucleus in immunofluorescence imaging data ( $\alpha$ TC1), cells treated with DMSO or compound **1**. Data analyzed by two-tailed, ratio-paired t-test. **g**, Representative images of quantifications shown in Fig. 7f. Live imaging data of double-tagged SMNDC1-GFP (intron 2-3) SRRM2-RFP (intron 9-10)  $\alpha$ TC1-clone treated with DMSO or compound **1** and transduced with Empty Vector or SMNDC1 knock-down plasmids. **h**, Live imaging data of double-tagged SMNDC1-GFP (intron 2-3) SRRM2-RFP (intron 9-10)  $\alpha$ TC1-clone and multiple SMNDC1-GFP clonal cell lines single-tagged in different introns, treated with DMSO, compound **1**, or compound **28**. Quantification of nuclear SMNDC1-GFP and SMNDC1-GFP spots/ nucleus. Data shown as mean + standard deviation, n=3, analyzed by two-tailed, ratio-paired t-test. **i**, Quantification of live imaging data of double-tagged SMNDC1-GFP (intron 2-3) SRRM2-RFP (intron 9-10)  $\alpha$ TC1-clone treated with DMSO, 50  $\mu$ M compound **1**, or 50/ 25/ 12.5/ 6.25/ 3.125  $\mu$ M compound **28**. Nuclear SMNDC1-GFP, SMNDC1-GFP spots/ nucleus, nuclear SRRM2-RFP, and SRRM2-RFP spots/ nucleus. Data shown as mean + standard deviation, n=3. **j**, Left panel: Live imaging of cells (SMN-RFP intron 5-6,  $\alpha$ TC1) treated with DMSO or compound **1**. Quantification of whole cell SMN-RFP and SMN-RFP spots/ cytoplasm in live imaging data of different SMN-RFP cell lines ( $\alpha$ TC1).

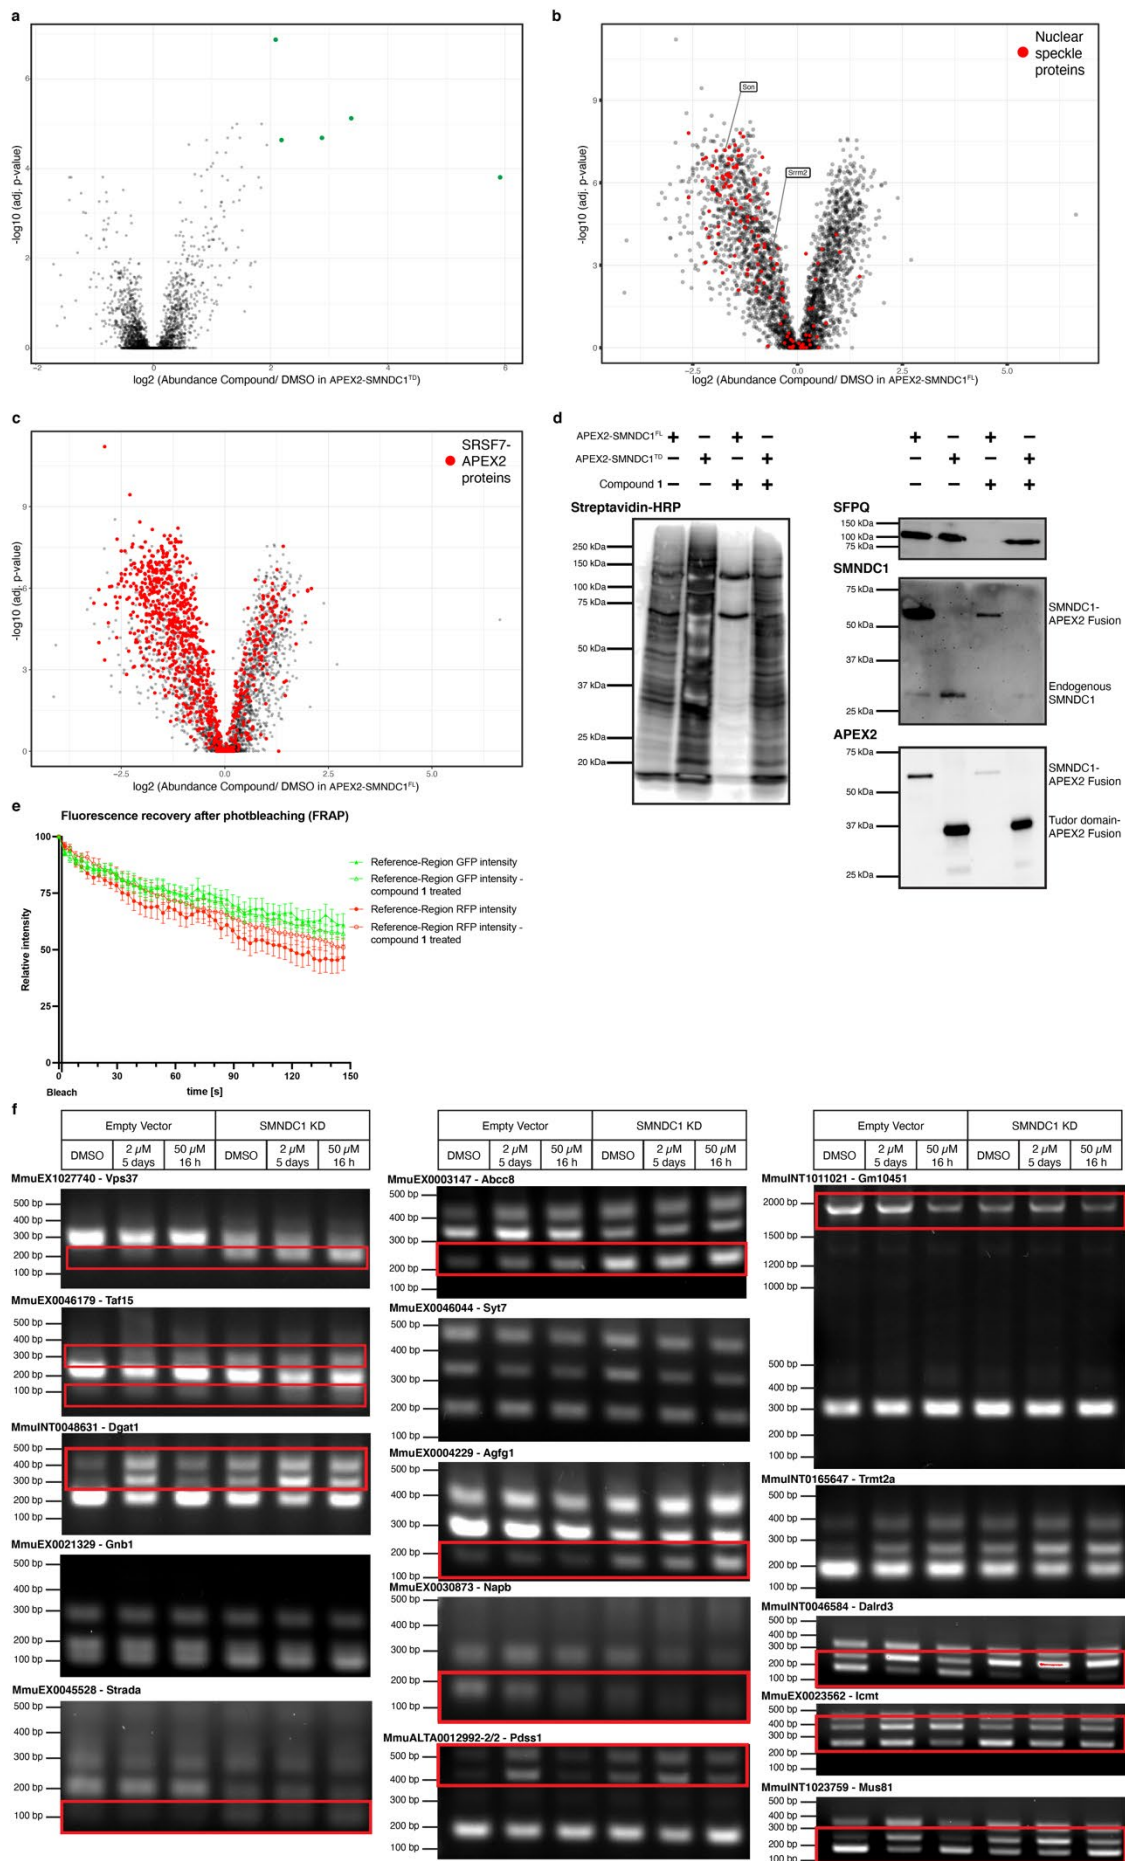

**Supplementary Fig. 6 | Effects of SMNDC1 Tudor domain inhibition on interactome and splicing.** **a**, Volcano plot showing log<sub>2</sub> protein abundance against -log<sub>10</sub> adjusted p-value (one-way ANOVA, Benjamini-Hochberg correction for multiple comparisons) of compound **1** treated cells over DMSO control after APEX2-SMNDC1<sup>TD</sup> proximity labeling and biotin enrichment. Significantly enriched proteins in green and significantly depleted proteins in red. 0 proteins significantly depleted vs. 5 proteins significantly enriched, adjusted p-value<0.05, |log<sub>2</sub>FC|≥2. **b**, Volcano plot showing log<sub>2</sub> protein abundance against -log<sub>10</sub> adjusted p-value (one-way ANOVA, Benjamini-Hochberg correction for multiple comparisons) of compound **1** treated cells over DMSO control after APEX2-SMNDC1<sup>FL</sup> proximity labeling and biotin enrichment. Nuclear speckle proteins marked in red. **c**, Volcano plot showing log<sub>2</sub> protein abundance against -log<sub>10</sub> adjusted p-value (one-way ANOVA, Benjamini-Hochberg correction for multiple comparisons) of compound **1** treated cells over DMSO control after APEX2-SMNDC1<sup>FL</sup> proximity labeling and biotin enrichment. Proteins identified by SRSF7-APEX2 proximity labeling marked in red. **d**, Western blot with Streptavidin-HRP showing all biotinylated proteins, antibodies against SFPQ, APEX2, and SMNDC1. Cells overexpressing APEX2-SMNDC1<sup>FL</sup> or APEX2-SMNDC1<sup>TD</sup> were treated with DMSO or compound **1**, and proximity-labeled. Biotinylated proteins were enriched and separated in an SDS-PAGE. Representative images of n=2. **e**, Fluorescence recovery after photobleaching (FRAP) experiment in SMNDC1-GFP intron 2-3, SRRM2-RFP intron 9-10, αTC1-cells, treated with DMSO (filled symbols) or 50 μM compound **1** (empty symbols). Relative intensity of SMNDC1-GFP (green), and SRRM2-RFP (red) only in reference region over time (bleach region: see Fig. 7i). Data plotted as mean with standard error of the mean, n=11 for controls, n=13 for compound **1** treated cells. **f**, DNA-bands on agarose gel after reverse transcription and PCR amplification of RNA to confirm alternative splicing events. RNA was isolated from αTC1 cells transfected with empty vector or SMNDC1 knock-down (KD) plasmid and treated with DMSO, 2 μM compound **1** for 5 days, or 50 μM compound **1** for 16 h. Red boxes show relevant bands for confirmed events.

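The primers of the 18 PCR assays were located on the annotated transcripts of GRCm38 to give the products that each splice form would yield. Both primers of every pair lie in the same annotated transcript. In the primer table, 7 pairs are for intron retention, 10 for a cassette exon and 1 for an alternative 3′ splice site. The Rhbdd3 primers lie on chromosome 11 from 5104137 to 5105269, in exons 6 and 7. Spliced transcripts would give products of 353 or 357 bp, and a transcript that kept the intron 1133 bp. The Hirip3 primers lie on chromosome 7 from 126864019 to 126864588, in exons 4 and 6. The transcript with exon 5, which is 166 bp long and runs from 126864320 to 126864485, would give 424 bp, and 258 bp without that exon. The Amdhd2 primers lie on chromosome 17 from 24162978 to 24163224, on the reverse strand in exons 2 and 3. Spliced transcripts would give 167 bp and the annotated transcript that keeps the intron 247 bp. For Vps37a the products with and without the exon would be 241 and 172 bp, for Taf15 189 and 154 bp, for Gnb1 194 and 145 bp, for Abcc8 332 and 218 bp, for Napb 179 and 132 bp, and for Icmt 359 and 250 bp. These sizes come from the annotation and the primers, and the gel itself was not measured here.

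**Figure D3:**
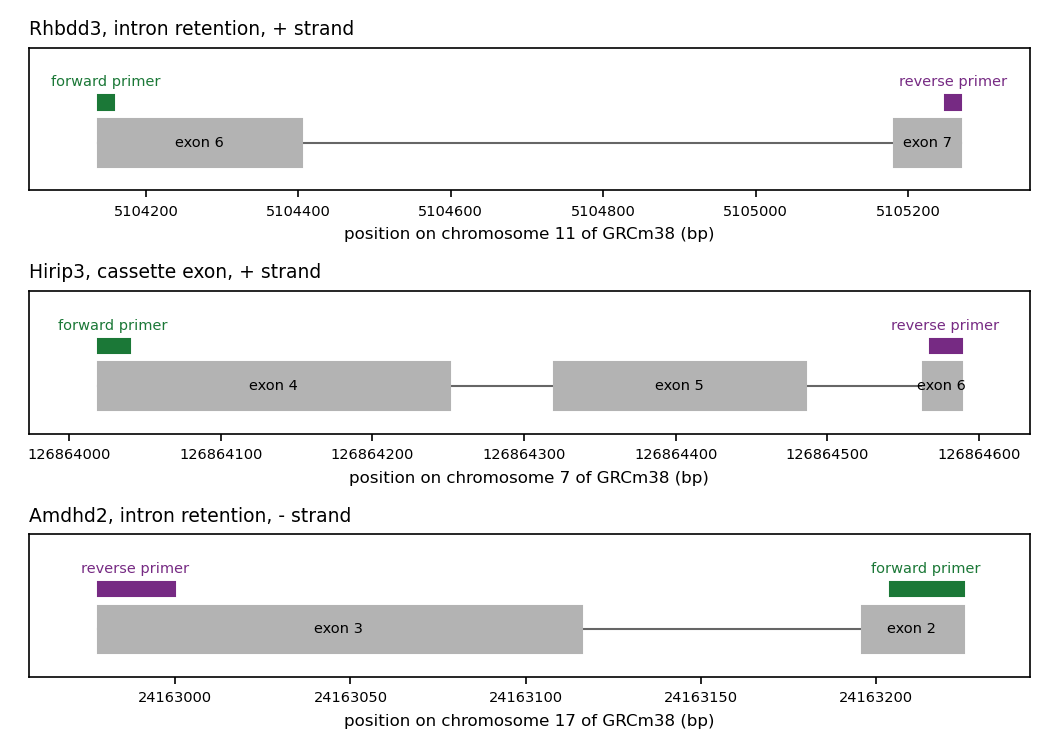
Primers for Rhbdd3, Hirip3 and Amdhd2 on GRCm38, with the position in bp on the horizontal axis. Boxes are exons and thin lines introns, drawn only between the primers; the forward primer is green and the reverse primer purple. Exon 5 of Hirip3 and the introns of Rhbdd3 and Amdhd2 lie between the primers.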

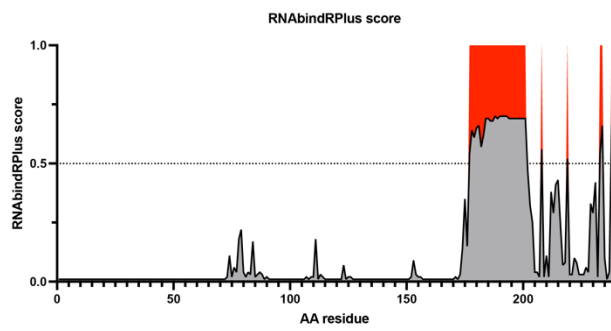

**Supplementary Fig. 7 | RNAbindRplus of SMNDC1.** RNAbindRplus score of amino acids (AA) over length of SMNDC1 protein. Areas over threshold of 0.5 marked in red.

**Supplementary Table 1.** Small molecule screening data.

| Category          | Parameter                                | Description                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------|------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Assay             | Type of assay                            | <i>In vitro</i> AlphaScreen / luminescence proximity                                                                                                                                                                                                                                                                                                                                                                                                          |
|                   | Target                                   | Tudor domain of SMNDC1                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|                   | Primary measurement                      | Decrease in luminescence signal reflecting disruption of heterodimeric complex between SMNDC1-Tudor domain and a peptide corresponding to the C-terminus of Small nuclear ribonucleoprotein Sm D3 containing 4 sDMAs (Sequence: AAR*GR*GR*GMGR*GNIFQKRR, R*=sDMA)                                                                                                                                                                                             |
|                   | Key reagents                             | AlphaScreen no-wash assay kit containing Streptavidin Donor beads and nickel chelate (Ni-NTA) AlphaScreen Acceptor beads (PerkinElmer Part Number 6760619).                                                                                                                                                                                                                                                                                                   |
|                   | Assay protocol                           | Described in Methods section                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|                   | Additional comments                      | -                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Library           | Library size                             | 89,355 small molecules                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|                   | Library composition                      | Structural diversity, NIH clinical collection, natural products, approved drugs, known bioactives (e.g., kinase, epigenetic modifiers, ...), natural products, drug-like molecules                                                                                                                                                                                                                                                                            |
|                   | Source                                   | Cayman chemical, Enamine Ltd, LC Labs, MedChem Express, Selleck Chemicals, Sigma Aldrich, Tocris, Toronto Research Chemicals, Chemietek, Merck Millipore, Specs, ChemDiv, Zelinsky                                                                                                                                                                                                                                                                            |
|                   | Additional comments                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Screen            | Format                                   | PerkinElmer OptiPlate-384 well plate                                                                                                                                                                                                                                                                                                                                                                                                                          |
|                   | Concentration(s) tested                  | Typically 10 $\mu$ M (0.1% DMSO)                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                   | Plate controls                           | 32 positive control wells (Mitoxantrone, quencher), 32 negative control wells (DMSO)                                                                                                                                                                                                                                                                                                                                                                          |
|                   | Reagent/ compound dispensing system      | Echo 520 Liquid Handler Multidrop™ Combi Reagent Dispenser                                                                                                                                                                                                                                                                                                                                                                                                    |
|                   | Detection instrument and software        | 2104 EnVision Multilabel Plate Reader                                                                                                                                                                                                                                                                                                                                                                                                                         |
|                   | Assay validation/QC                      | Average Z'-score= 0.821                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|                   | Correction factors                       | -                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|                   | Normalization                            | Raw signal was normalized plate-specifically by correcting row and column-specific mean signals to the mean signal of the entire plate, each after removing the highest and lowest 25% of values. Raw signal was then converted to percent of control signal, but linear regression to plate-specific mean signal of DMSO wells (set to 100 percent of control) and positive control wells (set to 0% of control), after outlier removal using a Grubbs test. |
|                   | Additional comments                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Post-HTS analysis | Hit criteria                             | Percent of control $\leq$ 50 %                                                                                                                                                                                                                                                                                                                                                                                                                                |
|                   | Hit rate                                 | Primary screen: 511 small molecules (including unspecific quenchers), Secondary screen (with crosslinking peptide): 40 small molecules, Tertiary screen (titration): 14 small molecules.                                                                                                                                                                                                                                                                      |
|                   | Additional assay(s)                      | Secondary screen with crosslinking peptide, Tertiary screen as 4-point titration, also with related Tudor domain of SMN                                                                                                                                                                                                                                                                                                                                       |
|                   | Confirmation of hit purity and structure | Re-ordered and tested selected hits (Fig. 3 f-l)                                                                                                                                                                                                                                                                                                                                                                                                              |
|                   | Additional comments                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|                   |                                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

**Supplementary Table 2.** Overview of all tested small molecules.

|    | structure | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |    | structure | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |
|----|-----------|---------------------------------|-------------------------------|----|-----------|---------------------------------|-------------------------------|
| 29 |           | 29.16                           | >50                           | 41 |           | 9.90                            | 48.39                         |
| 30 |           | 29.27                           | >50                           | 42 |           | 22.57                           | >50                           |
| 31 |           | 9.51                            | 42.12                         | 43 |           | 2.41                            | 6.80                          |
| 32 |           | 23.91                           | >50                           | 44 |           | 2.02                            | 8.41                          |
| 33 |           | >50                             | 49.95                         | 45 |           | 1.14                            | 4.72                          |
| 34 |           | 24.91                           | 22.95                         | 46 |           | 2.38                            | 7.03                          |
| 35 |           | 11.27                           | 16.19                         | 47 |           | 4.43                            | 10.94                         |
| 36 |           | 8.61                            | 41.27                         | 48 |           | 3.43                            | 16.65                         |
| 37 |           | 8.56                            | 22.40                         | 49 |           | 10.61                           | >50                           |
| 38 |           | 17.84                           | 38.72                         | 50 |           | 2.17                            | 15.91                         |
| 39 |           | 12.53                           | 15.61                         | 51 |           | 38.37                           | >50                           |
| 40 |           | 31.15                           | >50                           | 52 |           | >50                             | >50                           |

|    | structure                                                                           | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |    | structure                                                                            | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |
|----|-------------------------------------------------------------------------------------|---------------------------------|-------------------------------|----|--------------------------------------------------------------------------------------|---------------------------------|-------------------------------|
| 53 | 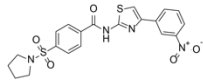   | >50                             | >50                           | 65 |    | 3.05                            | 8.36                          |
| 54 | 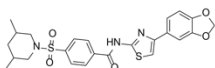   | >50                             | >50                           | 66 | 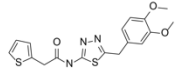   | 2.33                            | 5.77                          |
| 55 | 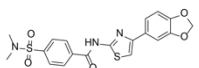   | 36.72                           | >50                           | 67 |    | 4.13                            | 12.25                         |
| 56 | 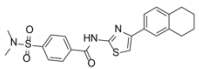   | 26.52                           | >50                           | 68 | 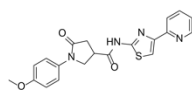   | 3.01                            | 3.49                          |
| 57 | 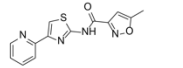   | 0.47                            | 0.90                          | 69 | 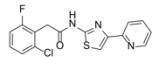   | 3.06                            | 3.51                          |
| 58 | 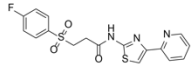   | 5.15                            | >50                           | 70 | 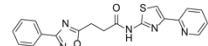   | 16.83                           | 15.43                         |
| 59 | 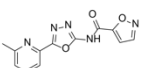 | >50                             | >50                           | 71 | 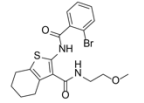 | >50                             | >50                           |
| 60 | 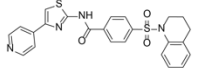 | >50                             | >50                           | 72 | 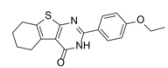 | >50                             | >50                           |
| 61 | 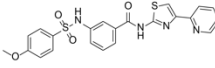 | 2.82                            | 4.49                          | 73 | 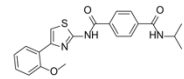 | >50                             | >50                           |
| 62 | 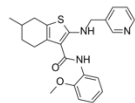 | 1.53                            | 2.88                          | 74 | 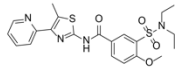 | 7.35                            | 42.86                         |
| 63 | 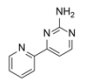 | 5.89                            | 21.68                         | 75 | 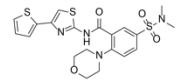 | 26.05                           | 34.22                         |
| 64 | 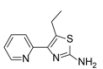 | 1.18                            | 3.14                          | 76 | 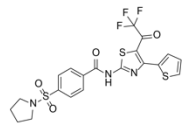 | 49.92                           | >50                           |

|    | structure | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |    | structure | SMNDC1<br>IC <sub>50</sub> (μM) | SMN1<br>IC <sub>50</sub> (μM) |
|----|-----------|---------------------------------|-------------------------------|----|-----------|---------------------------------|-------------------------------|
| 77 |           | 3.47                            | 3.17                          | 87 |           | >50                             | >50                           |
| 78 |           | 2.47                            | 3.79                          | 88 |           | >50                             | >50                           |
| 79 |           | 11.23                           | 5.68                          | 89 |           | >50                             | >50                           |
| 80 |           | 1.84                            | 1.76                          | 90 |           | >50                             | >50                           |
| 81 |           | 18.51                           | >50                           | 91 |           | 4.82                            | 6.29                          |
| 82 |           | 9.60                            | 22.12                         | h  |           | 0.19                            | 3.99                          |
| 83 |           | >50                             | >50                           | i  |           | 1.44                            | 3.91                          |
| 84 |           | 2.43                            | 3.58                          | j  |           | 1.81                            | 1.07                          |
| 85 |           | >50                             | 36.93                         | k  |           | 1.09                            | 1.15                          |
| 86 |           | >50                             | >50                           |    |           |                                 |                               |

**Supplementary Table 3.** Assigned intermolecular NOEs between SMNDC1 and inhibitor **13** and associated restraint upper limits.

|                                     |     |                          |     |                           |     |
|-------------------------------------|-----|--------------------------|-----|---------------------------|-----|
| <b>Protein / inhibitor contacts</b> |     | HE-Y111 / H2- <b>13</b>  | 4.6 | HE-Y111 / H4- <b>13</b>   | 4.9 |
| HZ2-W83 / H2- <b>13</b>             | 4.7 | HB2-W83 / H3- <b>13</b>  | 5.0 | HB1-N113 / H4- <b>13</b>  | 5.0 |
| HE-Y90 / H2- <b>13</b>              | 4.4 | HB1-Y90 / H3- <b>13</b>  | 5.0 | HB2-Y90 / H5- <b>13</b>   | 5.0 |
| HB2-F108 / H2- <b>13</b>            | 5.0 | HB2-Y90 / H3- <b>13</b>  | 5.0 | HB2-Y111 / H5- <b>13</b>  | 5.0 |
| HE-F108 / H2- <b>13</b>             | 4.7 | HB2-F108 / H3- <b>13</b> | 5.0 | HD-Y111 / H5- <b>13</b>   | 4.7 |
| HB1-Y111 / H2- <b>13</b>            | 5.0 | HB1-Y111 / H3- <b>13</b> | 5.0 | HE-Y111 / H5- <b>13</b>   | 4.7 |
| HB2-Y111 / H2- <b>13</b>            | 5.0 | HD-Y111 / H3- <b>13</b>  | 4.7 | HB2-Y111 / H6'- <b>13</b> | 5.0 |
| HD-Y111 / H2- <b>13</b>             | 4.3 | HD-Y111 / H4- <b>13</b>  | 4.6 | HE-Y111 / H6'- <b>13</b>  | 4.6 |

**Supplementary Table 4.** SMNDC1/ compound **13** molecular-docking results of structure ensemble generated using the HADDOCK webserver<sup>52,53</sup>. Statistics generated over all 200 analyzed structures.

|                                               |                        |           |             |
|-----------------------------------------------|------------------------|-----------|-------------|
| HADDOCK score                                 | -23.1 ± 0.0            |           |             |
| Cluster size                                  | 200                    |           |             |
| Number of inter-molecular distance restraints | 23 <sup>a</sup>        |           |             |
| Number of violations (mean)                   | >0.5 Å: 1 <sup>b</sup> | >0.2 Å: 1 | >0.1 Å: 2.3 |
| Violations (mean ± standard deviation) (Å)    | 0.39 ± 0.014           |           |             |
| RMSD from overall lowest-energy structure (Å) | 0.6 ± 0.6              |           |             |
| Van der Waals energy                          | -17.4 ± 0.6            |           |             |
| Electrostatic energy                          | -15.2 ± 0.5            |           |             |
| Desolvation energy                            | -7.9 ± 0.2             |           |             |
| Restraint violation energy                    | 37.5 ± 0.14            |           |             |
| Buried Surface Area                           | 312.8 ± 1.4            |           |             |
| Average pairwise backbone RMSD (Å)            | 0.61 ± 0.79            |           |             |

<sup>a</sup> Restraints listed in Supplementary Table 3.

<sup>b</sup> The violated distance involves proton **13**-H2 and Y90-HE.

# Supplementary material for: Pharmacological perturbation of the phase-separating protein SMNDC1
**Source:** Nat Commun. 2023 Aug 16;14:4504. doi: 10.1038/s41467-023-40124-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <ul style="list-style-type: none"><li>- Western Blot: Bio-Rad ChemiDoc™ MP with Image Lab™ Touch Software Version 2.3.0.07</li><li>- Imaging: PerkinElmer Opera Phenix automated microscope high-content image acquisition and analysis software Harmony® 4.9 developed by PerkinElmer</li><li>- ALPHAscreen: 2104 EnVision Multilabel Plate Reader</li><li>- Mass spectrometry: Mass spectrometry analysis was performed on an Orbitrap Fusion Lumos Tribrid mass spectrometer (ThermoFisher Scientific, San Jose, CA) coupled to a Dionex Ultimate 3000 RSLCnano system (ThermoFisher Scientific, San Jose, CA) via a Nanospray Flex Ion Source (ThermoFisher Scientific, San Jose, CA) interface. Xcalibur version 4.3.73.11 and Tune 3.4.3072.18 were used to operate the instrument.</li><li>-NMR: Bruker Avance III spectrometer</li><li>-Sequencing: Expression profiling libraries were sequenced on NovaSeq 6000 instrument (Illumina, San Diego, CA, USA)</li></ul>                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <ul style="list-style-type: none"><li>-AlphaFold: AlphaFold predictions were run via ColabFold (v1.2.0) with the AlphaFold2 algorithm</li><li>- Imaging: high-content image acquisition and analysis software Harmony® 4.9 developed by PerkinElmer</li><li>-Colocalization analysis: Images were preprocessed in Python version 3.7.9. Z-stacks in czi format were loaded with czifile library, version 2019.7.2, and reduced using maximum intensity Z projection. Segmentation of nuclei was carried out with Cellpose76 (version 0.6.1) based on the DAPI channel. Additional segmentation masks (mitotic nuclei only) were created manually. Preprocessed images and segmentation masks were saved in PNG format. CellProfiler77 (4.0.7) was used to extract fluorescence intensity measurements for non-mitotic and mitotic nuclei separately. All preprocessing code and the CellProfiler pipeline are available at <a href="https://github.com/reinisj/colocalization_analysis">https://github.com/reinisj/colocalization_analysis</a>.</li><li>- Mass spectrometry: acquired raw data files were processed using the Proteome Discoverer v.2.4.1.15 platform, choosing a TMT16plex quantification method.</li><li>- NMR: Spectra were processed using Topspin 3.5 (Bruker) and analyzed with Cara 1.9.17 or NMRglue-based Python scripts.</li></ul> |

- Docking calculations: Docking calculations were performed using the HADDOCK webserver. Structure and topology files for 13 were generated by prodrg2.

- RNA sequencing and transcriptome analysis: RNA sequencing libraries were prepared from low-input samples using the Smart-seq2 protocol<sup>87</sup>. The subsequent library preparation from the amplified cDNA was performed using the Nextera XT DNA library prep kit (Illumina, San Diego, CA, USA). Library concentrations were quantified with the Qubit 2.0 Fluorometric Quantitation system (Life Technologies, Carlsbad, CA, USA) and the size distribution was assessed using the Experion Automated Electrophoresis System (Bio-Rad, Hercules, CA, USA). For sequencing, samples were diluted and pooled into NGS libraries in equimolar amounts. Expression profiling libraries were sequenced on NovaSeq 6000 instrument (Illumina, San Diego, CA, USA) with a 100-base-pair, paired-end setup. Raw data acquisition and base calling was performed on-instrument. Subsequent raw data processing off the instruments involved two custom programs (<https://github.com/epigen/picard/>) based on Picard tools (2.19.2) (<https://broadinstitute.github.io/picard/>). In a first step, base calls were converted into lane-specific, multiplexed, unaligned BAM files suitable for long-term archival (IlluminaBasecallsToMultiplexSam, 2.19.2-CeMM). In a second step, archive BAM files were demultiplexed into sample-specific, unaligned BAM files (IlluminaSamDemux, 2.19.2-CeMM). NGS reads were mapped to the Genome Reference Consortium GRCm38 assembly via “Spliced Transcripts Alignment to a Reference” (STAR)<sup>88</sup> utilising the “basic” Ensembl transcript annotation from version e100 (April 2020) as reference transcriptome. The mm10 assembly of the UCSC Genome Browser was used for downstream data processing, and the Ensembl transcript annotations were adjusted to UCSC Genome Browser sequence region names. STAR was run with options recommended by the ENCODE project. NGS read alignments overlapping Ensembl transcript features were counted with the Bioconductor (3.11) GenomicAlignments (1.24.0) package via the summarizeOverlaps function in Union mode, ignoring secondary alignments and alignments not passing vendor quality filtering. Since the Smart-seq2 protocol is not strand specific, all alignments irrespective of the gene or transcript orientation were counted. Transcript-level counts were aggregated to gene-level counts and the Bioconductor DESeq2<sup>89</sup> (1.28.1) package was used to test for differential expression based on a model using the negative binomial distribution.

- Splicing analysis: Alternative splicing events were characterised and quantified using VAST-TOOLS<sup>54</sup> (2.5.1) in conjunction with the Mus musculus database (vastdb.mm2.23.06.20), based on the Genome Reference Consortium assembly GRCm38.p5 and Ensembl transcript annotation 88 (March 2017). Briefly, NGS reads were aligned for each read group independently, read groups were merged into samples and samples were combined into a summary table. The differential splicing events were called via the VAST-TOOLS “compare” algorithm (min\_dPSI > 15, min\_range > 5) and further filtered for genes showing statistical significance (adjusted P-value ≤ 0.1) and a sizable effect (absolute log2-fold change ≥ 1.0) in the differential expression analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037092 and 10.6019/PXD037092 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX037092>].

NMR structures have been deposited to PDB with the identifier 8POI [<https://www.rcsb.org/structure/8POI>] and to BMRB with the identifier 34831 [[https://bmr.io/data\\_library/summary/?bmrblid=34831](https://bmr.io/data_library/summary/?bmrblid=34831)].

RNA-seq data have been deposited to GEO with the identifier GSE231600 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231600>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample size was chosen to balance replication and efficiency in the experiments. The exact sample size of the associated experiments was described in the Method and Figure legends. There was in general good correlation between replicates for the different experiments justifying the chosen sample size. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Number of replicates are described in the legends of the corresponding figures or in the methods section "Statistics and Reproducibility".                                                                                                                                                                                                                 |
| Randomization   | For cell culture-based experiments, cells were split from the same batch of cells and randomly divided for each treatment in each replicate. Samples per replicate were processed together. Other experiments requiring randomization were not conducted.                                                                                                  |
| Blinding        | The investigators were not blinded to allocation during experiments and outcome assessment, as proper controls were already included during the experimental design.                                                                                                                                                                                       |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Primary:  
 SMNDC1 (western blots) Novus Biologicals Cat#NBP1-47302; RRID:AB\_10010256  
 SMNDC1 (Immunofluorescence) Thermo Fisher Scientific Cat#PA5-31148; RRID:AB\_2548622  
 SC35 GeneTex Cat#GTX11826; RRID:AB\_372954  
 SFPQ Atlas Antibodies Cat#HPA047513; RRID:AB\_2680073  
 APEX2 Innovagen PA-APX2-100

Secondary:  
 Goat anti-Rabbit IgG Alexa Fluor 546 Thermo Fisher Scientific Cat#A-11010; RRID:AB\_2534077  
 Goat anti-Mouse IgG Alexa Fluor 488 Thermo Fisher Scientific Cat#A-11001; RRID:AB\_2534069

Peroxidase AffiniPure Donkey Anti-Mouse IgG Jackson ImmunoResearch Cat#715-035-151; RRID:AB\_2340771  
 Peroxidase AffiniPure Donkey Anti-Rabbit IgG Jackson ImmunoResearch Cat#711-035-152; RRID:AB\_10015282  
 Goat Anti-Chicken IgY H&L (HRP) Abcam ab97135; RRID:AB\_10680105

Validation

SMNDC1 (western blots) Novus Biologicals Cat#NBP1-47302; RRID:AB\_10010256: Species: Human, Mouse; Applications: WB, IP; Validation: Independent Antibodies, Western Blot  
 SMNDC1 (Immunofluorescence) Thermo Fisher Scientific Cat#PA5-31148; RRID:AB\_2548622: Species: Human, Mouse; Applications: WB, Immunohistochemistry (Paraffin) (IHC (P)), Immunocytochemistry (ICC/IF); Validation: IHC, WB  
 SC35 GeneTex Cat#GTX11826; RRID:AB\_372954: Species: Human, rat, drosophila, dog, monkey, frog, newt; Applications: WB, ICC/IF, IP, ELISA, EM; Validation: -  
 SFPQ Atlas Antibodies Cat#HPA047513; RRID:AB\_2680073: Species: Human; Applications: WB, ICC/IF, IHC; Validation: Independent Antibodies, RNAi knockdown, IHC, IF  
 APEX2 Innovagen PA-APX2-100: Species: - (engineered soybean ascorbate peroxidase APEX2 protein); Applications: -; Validation: -

All the antibodies used in this study were obtained from commercial sources and are registered with a Research Resource Identification (RRID) number (see above), except the APEX2 antibody.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                              |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | AlphaTC1 ATCC Cat#CRL-2934, RRID:CVCL_B036; Parental HAP1 wild-type cells can be obtained from Horizon discovery; Lenti-X 293T (BOSC-23) RRID:CVCL_4401 cell line can be obtained from TakaraBio Cat#632180. |
| Authentication                                                       | Cell lines were not authenticated.                                                                                                                                                                           |
| Mycoplasma contamination                                             | All cell lines were tested negative for mycoplasma contamination on a regular basis (once per month).                                                                                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line (ICLAC register version 11) was used in this study.                                                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

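RNA sequencing of αTC1 cells was the only experiment of the paper whose data were analysed here. It has 6 libraries, 3 from cells treated with compound 1 and 3 from cells treated with DMSO. The labels call the treatment by another name and describe it as the SMNDC1 inhibitor; it was taken to be compound 1, the inhibitor for which the paper reports sequencing. The percentages spliced-in, the knock-down and the experiments other than sequencing were not analysed here.

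The authors deposited counts: whole numbers per gene without normalization, from alignments to GRCm38 counted on annotated transcripts irrespective of strand and summed per gene. The authors also deposited FPKM values, which are scaled per kilobase and between libraries. The ratio of count to FPKM between libraries was the same for every gene. Relative to the first compound 1 library, it was 1.326, 1.16, 0.809, 0.866 and 0.721 in the other libraries. Median-of-ratios size factors were 1.326, 1.165, 0.817, 0.867 and 0.725 and count totals 1.351, 1.129, 0.926, 0.99 and 0.842, so the FPKM scale follows size factors more closely. The paper's methods do not describe the FPKM values. By identifier, 55141 of the 55487 genes matched GENCODE vM21, and 99.4% of these had the same coordinates, so that release was used for gene positions, exons, overlaps and lengths.

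Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, libraries were normalized by TMM, and the treatments were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. A gene passed the paper's filter with an adjusted p-value of at most 0.1 and an absolute log2 fold change of at least 1. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1, so no test by permutation could pass 0.05. The median total was 79198429 counts with compound 1 and 64926602 with DMSO. Counting error is small at this depth for all but genes with few counts, and a floor of 3 counts was used for genes near 0.

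Gene lists were tested with camera from limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists with at least 3 tested genes. Of 22 lists, 21 could be tested. The lists were written from general knowledge of each pathway, by gene symbol, and not taken from a database. Those of ribosomal proteins and histones were drawn by symbol pattern and that of intronless genes from the annotation.

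Genes that could be named in the text, and were followed under the alternatives where they could be tested, are those the paper names, the 18 genes with splicing PCR primers, 5 genes with the largest increase and 5 with the largest decrease, and up to 3 members with the smallest p-value in each gene list with an adjusted p-value under 0.05. Not all of them are named. The 10 genes with the largest changes had to pass the paper's filter, reach an average log2 CPM of 3 and change in the same direction in every same-numbered pair. The columns of the counts carry letters that could not be matched to the replicate numbers of the labels, so this last condition was replaced by groups that do not overlap. The letters are the same in both treatments, but whether a letter stands for 1 replicate is not stated. They were used as a replicate block in place of the numbers.

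The alternatives were DESeq2 1.42.0, RLE factors or library size only in place of TMM, and 2 other filters on low counts: at least 1 count in any library, or at least 10 in every library. Offsets for gene length, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1 and an FPKM minimum of 1, or a pseudocount of 1 without a minimum, and each library left out in turn were also run. Thresholds were varied with glmTreat and with an adjusted p-value under 0.05, and the test of gene lists with fry and with camera's estimated correlation. Offsets for GC content and counts thinned to the lowest library total of 59070705 were added after the data had been seen, as was the replicate block by column letter, alone and with gene length offsets. All 10 splits of the 6 libraries into 3 and 3 were run with edgeR.

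The tools were tested on simulated data with 200 changed genes and 1 shifted gene list. edgeR ran on 189 of these genes and recovered 60.3%, and 94% of those above the median expression. Each tool called the shifted list, and 0 other lists were called. Every member of that list was shifted strongly, and genes were simulated without correlation between them. The simulation therefore cannot show how often lists are called falsely when genes are correlated. Near-identical copies of named genes and list members, of at least 100 bases at 95% identity, and the closest protein-coding gene of each processed pseudogene were found with blastn 2.17.0. Primers were placed by exact match on the annotated transcripts. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.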

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

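GC content offsets, thinned counts, the replicate block by column letter, the number of lists kept under each setting, the subsets of the HIF and NMD lists and the test of abundant genes were chosen only after the results were seen. The gene lists, the tests of the treatments, the splits of the libraries and all other alternatives were chosen before the data were examined. The results in this part are changes in genes that the paper does not discuss for these libraries, apart from the glucagon gene, whose expression with compound 1 the paper does not report. Of 21 gene lists, 15 had an adjusted p-value under 0.05 by camera, 7 of them higher with compound 1 and 8 lower.

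The clearest shift was in targets of the hypoxia-inducible factors (HIF), with a median log2 fold change of 1.82 and 26 of 26 genes higher (camera adjusted p = 7.65e-28, and 5.58e-39 to 0.00986 over the alternatives). Targets of p53 had a median of 1.10 with 15 of 19 genes higher (camera adjusted p = 6.91e-08, alternatives 9.4e-11 to 0.022). Transcripts sensitive to nonsense-mediated decay (NMD) had a median of 1.18 with 18 of 20 higher (camera adjusted p = 5.91e-07, alternatives 3.02e-10 to 0.022). Targets of ATF4 had a median of 0.36 with 22 of 34 higher (camera adjusted p = 9.48e-08, alternatives 2.1e-11 to 0.104). Immediate early genes had a median of 1.49 with 12 of 17 higher (camera adjusted p = 0.00423, alternatives 0.00123 to 0.072). The size of that median varied, from 0.58 to 1.69 over the alternatives, and was 0.875 without library B of compound 1. For the metal response genes of MTF1, the median of 2.60 rests on 5 genes, 3 higher and 2 lower (camera adjusted p = 1.29e-05, alternatives 1.7e-09 to 0.0658). That median fell to -0.045 when only genes with at least 10 counts in every library were used.

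Ribosomal protein genes had a median log2 fold change of -0.39 with 72 of 80 lower (camera adjusted p = 1.47e-12, alternatives 4.17e-20 to 0.022). Genes of α cell identity had a median of -0.81 with 8 of 10 lower (camera adjusted p = 9.73e-12, alternatives 2.3e-15 to 0.0186). Genes of β cell identity had a median of -0.92 with 7 of 9 lower (camera adjusted p = 0.0417, alternatives 0.00798 to 0.13). Over the alternatives that median ran from -1.07 to -0.10, the latter with limma-trend on log2(FPKM + 1) for all genes. Cell cycle genes had a median of -0.48 with 25 of 36 lower (camera adjusted p = 2.23e-05, alternatives 1.61e-07 to 0.0783). The median was -0.38 for heat shock genes, with 11 of 13 lower (camera adjusted p = 0.00134, alternatives 0.000352 to 0.0674). It was -0.51 for the unfolded protein response, with 18 of 23 lower (camera adjusted p = 0.0015, alternatives 0.000192 to 0.0903). For protein-coding genes without introns it was -0.25, with 165 of 268 lower (camera adjusted p = 0.00581, alternatives 0.0023 to 0.072). None of these lists changed the sign of its median under the alternatives other than MTF1.

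Several technical explanations were tested on the 15 lists together. Changing the normalization, to RLE factors, library size only or DESeq2, kept at least 14 of the 15 with their direction and an adjusted p-value under 0.05. Such a change shifts all genes nearly alike, and camera compares a list with the other genes, so this count may say little about normalization as a cause. Offsets for gene length kept 13. They moved the median of ribosomal proteins from -0.39 to -0.17, that of genes without introns from -0.25 to -0.13 and that of nuclear speckle genes from 0.40 to 0.19, so gene length may account for part of these 3 shifts. Offsets for GC content kept 15, and thinning every library to the lowest total kept 15. GC content offsets moved some other medians, that of mitochondrially encoded genes from 0.001 to -0.13 and that of nuclear speckle genes from 0.40 to 0.335. The median of HIF was 1.79 with them and 1.81 with thinned counts, close to 1.82 without. For the HIF targets, this argues against GC content or a difference in total counts as the cause. Leaving out each library in turn kept at least 13. A replicate block by column letter kept 15, and 14 together with gene length offsets. With the correlation between genes estimated from the data, camera kept 5: HIF, ribosomal proteins, α cell identity, p53 and NMD. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many lists with an adjusted p-value under 0.05, the real one, and the other 9 gave 1 to 4. Since 1 of 10 is the smallest share the design allows, that test alone cannot tell the shifts apart from an accidental grouping of the libraries. The paper's reporting summary states that cells for each replicate came from one batch, were divided between treatments at random and were processed together.

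The HIF targets were tested further. The 25 members that belong to no other list that moved had a camera p of 6.82e-29 after adjustment over the 5 subsets tested, with 25 of 25 higher. The 12 members without a near-identical copy elsewhere had an adjusted camera p of 1.36e-07 and a median log2 fold change of 1.81, with 12 of 12 higher. Neither members shared with other stress lists nor reads shared with copies accounted for the shift. A response to treatment that resembles hypoxia is a possible explanation, as a hypothesis found and tested on the same data, and oxygen and iron were not measured. Copies were not tested for the other lists.

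In the NMD list, the 8 genes that host small nucleolar RNAs were all higher, with a median log2 fold change of 2.33 (limma's camera, adjusted p = 1.75e-09). The 12 members that host none had a median of 0.54 with 10 of 12 higher (limma's camera, adjusted p = 0.0409, close to the limit of 0.05). The other members thus moved less than the host genes. This subset was not tested under the alternatives, so host genes alone cannot be ruled out as the source of the shift. The 7 tested Snhg genes outside the list were also all higher (median 0.61, limma's camera, adjusted p = 0.0409). Lower NMD activity and higher transcription of these genes may both give this pattern, and gene counts do not separate them.

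Gcg fell from 21190 ± 1468 to 3125 ± 417 CPM (SD, n = 3 each), a log2 fold change of -2.76 (standard error 0.10, edgeR adjusted p = 0.000102). Its adjusted p from edgeR, DESeq2 or limma was 1.23e-114 to 0.00623 over the alternatives, and at most 0.0018 with a library left out. All 3 compound 1 libraries were below all 3 DMSO libraries. Over other normalizations, the FPKM values, GC content offsets and thinned counts, the value closest to 0 was -2.56. Gcg had the highest average expression of all tested genes, so a general loss of abundant transcripts was tested. Of the 50 most abundant genes, 8 passed the paper's filter as lower and 3 as higher, 11 were higher at any size, and the median log2 fold change was -0.38. That median is smaller than the fall in Gcg, although a broad loss could be part of it.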

How the results depend on the processing

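The tests with GC content offsets, thinned counts and a replicate block by column letter, and the shares of genes that still passed under each setting, were chosen only after the results were seen. The counts' columns carry letters that could not be matched to the replicate numbers of the labels, so the replicate block with these numbers was not run. The letters, which are the same in both treatments, were used as the block instead. Deviations from the group mean of columns with the same letter had correlations of 0.00 to 0.03 across genes, so the block may remove little variation. With it, 1237 genes passed the filter in place of 1571, 1083 with gene length offsets as well, 622 of them higher. For an adjusted p-value under 0.05 the counts were 1232 (524 higher, 708 lower) in place of 2230, and 964 (410 higher, 554 lower) with gene length offsets. Of the gene lists, 16 had an adjusted p-value under 0.05 in both fits, in place of 15. A block leaves fewer degrees of freedom for the error, so lower counts need not mean smaller changes. In the simulated data the block lowered the share of changed genes that edgeR recovered only from 60.3% to 58.7%. All simulated changes were beyond the fold change limit, so this says little about genes near the thresholds. The simulation cannot decide the cause of the lower counts, which stays open.

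Of the 1571 genes that passed the paper's filter, 99.2% also passed with DESeq2, 99.7% with RLE factors, 85% with library size only, 80% with gene length offsets, 96.2% with GC content offsets and 97.3% with thinned counts. With the replicate block 73.5% passed, and 60.1% with gene length offsets as well. From 65.6% to 72.4% passed with a library left out. Over the FPKM settings, 61.1% to 79.1% passed. Among 10 splits of the libraries, 1 gave as many passing genes, 1 gave as many genes with an adjusted p-value under 0.05 and 1 gave as many panel genes, the real one each time. The other 9 splits gave 0 genes past either threshold, with 302 to 375 genes at an unadjusted p under 0.05 against 4238 in the real one. Since 1 of 10 is the smallest share possible, that test alone cannot tell these counts apart from an accidental grouping.

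Some counts moved by more than 1.5 times. With DESeq2, 2518 genes passed the filter, 1498 higher and 1020 lower, and 4298 had an adjusted p-value under 0.05, 2181 higher and 2117 lower. In the simulated data, 42.2% of DESeq2's calls were unchanged genes. That share does not carry over to the real calls, because few simulated genes were changed and the counts followed edgeR's dispersions. With glmTreat, 285 genes passed, 150 higher and 135 lower. With library size only, 392 genes passed as lower, and 1630 were higher with an adjusted p-value under 0.05. That setting moved the median log2 fold change of all genes from 0.041 to 0.246, and 78.2% of its passing genes were higher against 60% with TMM. With limma-trend on log2(FPKM + 1) for all genes, 565 genes passed as higher; the cause was not tested. Leaving out each library in turn gave 1253 to 1556 genes with an adjusted p-value under 0.05, 545 to 613 higher and 706 to 943 lower. Fewer libraries leave a less precise test, and the cause was not tested further.

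With every alternative run on the panel, leaving out a library included, 1 panel gene passed the filter. With camera's estimated correlation, 5 gene lists had an adjusted p-value under 0.05, in place of 15. These runs differed only in whether the correlation was preset at 0.01 or estimated. The calls that were lost therefore depend on the preset. Whether correlations within the lists exceed 0.01 was not examined. The spliceosome list, at a median of -0.16, had a camera adjusted p under 0.05 in 9 of 20 alternatives (0.0114 to 0.285), and a fry adjusted p of 0.00424. Its median rose to 0.044 with library size only, below the shift of all genes under that setting.

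Genes close to 0 reversed, each by less than its standard error from 0 unless stated. With library size only, the log2 fold change was 0.19 for Srsf7 and 0.17 for Uhrf1, both beyond 1 standard error, 0.017 for Dgat1, 0.16 for Strada, 0.081 for Syt7 and 0.15 for Dalrd3. Each had shifted by 0.20 or 0.21, like the median of all genes (0.20). With gene length offsets it was -0.0255 for Trp53bp1, -0.13 for Spin1, -0.036 for Kdm4a, -0.034 for Abcc8, -0.18 for Agfg1, -0.12 for Trmt2a, 0.045 for Dalrd3 and -0.15 for Icmt. With limma-trend on log2(FPKM + 1), with or without the FPKM minimum, it was -0.0045 for Spin1 and -0.0061 for Trmt2a. With a pseudocount of 0.1 it was -0.023 for Spin1, -0.0062 for Trmt2a and -0.0054 for Icmt. It was 0.0016 for Uhrf1 with GC content offsets and -0.0032 for Trmt2a with thinned counts. With the replicate block it was -0.034 for Spin1, -0.0033 for Trmt2a and -0.0082 for Icmt. With the block and gene length offsets it was -0.20 for Spin1, -0.025 for Setdb1, -0.029 for Hirip3, -0.045 for Abcc8, -0.23 for Agfg1, -0.12 for Trmt2a, 0.029 for Dalrd3 and -0.20 for Icmt. The cause of these reversals was not tested, apart from library size.

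With each library left out in turn, log2 fold changes ran from -0.10 to 0.057 for Srsf7, -0.051 to 0.75 for Trp53bp1, -0.47 to 0.34 for Spin1, -0.11 to 0.066 for Uhrf1, -0.76 to 1.54 for Kdm4a, -0.15 to 0.56 for Setdb1, -0.42 to 0.39 for Hirip3 and -0.10 to 0.59 for Taf15. They ran from -0.53 to 0.20 for Strada, -0.26 to 0.076 for Syt7, -0.25 to 0.24 for Agfg1, -0.14 to 0.094 for Trmt2a, -0.27 to 0.13 for Dalrd3 and -0.27 to 0.28 for Icmt. The cause was not tested.

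Medians of gene lists reversed as well. That of MTF1, which rests on 5 genes, was -0.045 with at least 10 counts in every library. Apart from the spliceosome list above, the others belong to lists whose adjusted p-value with TMM was not under 0.05. For mitochondrially encoded genes it was -0.001 with RLE factors, -0.007 in each FPKM setting, -0.13 with GC content offsets, -0.015 with thinned counts and -0.005 with the replicate block. For histones it was -0.095 under both other filters on low counts, -0.034 with limma-trend on log2(FPKM + 1) for all genes, -0.096 with GC content offsets and -0.052 with thinned counts. With gene length offsets it was -0.024 for cholesterol biosynthesis, -0.075 for the PCR panel and -0.025 for Tudor domain proteins, and with the block added -0.041 for cholesterol and -0.082 for the panel. With each library left out in turn, medians ran from -0.098 to 0.089 for mitochondrially encoded genes, -0.119 to 0.103 for histones, -0.028 to 0.148 for cholesterol and -0.033 to 0.401 for Tudor domain proteins. The cause was not tested.

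Among values of the genes selected for naming, under the alternatives other than leaving out a library, 13 became stronger, 17 weaker, 34 reversed and 1053 had the same direction and side of the threshold. Among those of gene lists, 11 became stronger, 19 weaker, 19 reversed and 266 stayed the same. With a library left out, 3 gene values became stronger, 28 weaker, 25 reversed and 472 stayed the same, and 2 list values became stronger, 4 weaker, 9 reversed and 111 stayed the same. Genes with low expression were the least certain. Under a log2 CPM of 1 the median standard error was 1.04, so for the median gene there a log2 fold change of 1 lies within its error, although 5.6% of these genes passed the filter. The median biological coefficient of variation was 0.92. How far depth sets this limit was not tested.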

Other observations

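The test of processed pseudogenes and the replicate block in this part were chosen only after the results were seen. Of 1855 processed pseudogenes tested, 18 passed the paper's filter as higher with compound 1 and 60 as lower, whereas 817 of the 11424 protein-coding genes passed as higher and 491 as lower. The 73 passing pseudogenes whose closest protein-coding gene was tested changed in the direction of that gene in 93.2% of cases (68 of 73). Their log2 fold changes correlated with those of the closest genes across genes, which are not independent replicates (Spearman's rho 0.74). Reads of the parent genes counted on the pseudogenes may explain this pattern, and the data do not separate them from transcription of the pseudogenes.

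Smndc1 itself had 3.80 ± 2.43 CPM with compound 1 and 2.12 ± 0.575 with DMSO (SD, n = 3 each), a log2 fold change of 0.84 with a standard error of 0.67 (edgeR adjusted p = 0.481). Its groups overlapped, so no change was detectable. Srrm2 had a log2 fold change of 0.43 (standard error 0.09, edgeR adjusted p = 0.0222), with all 3 compound 1 libraries above all 3 DMSO libraries. With gene length offsets it was 0.17, and the adjusted p from edgeR, limma or DESeq2 ran from 0.000103 to 0.387 over the alternatives. Son had 0.39 (edgeR adjusted p = 0.0731), 0.10 to 0.60 over the 13 settings other than leaving out a library, with an adjusted p from edgeR, limma or DESeq2 of up to 0.67 and under 0.05 in 2 of them. Sfpq had -0.57 (edgeR adjusted p = 0.294). The kinase genes Clk1 and Dyrk3 had 0.63 (edgeR adjusted p = 0.0356) and 1.73 (edgeR adjusted p = 0.00484), each with separate groups. With the replicate block, Clk1 had an edgeR adjusted p of 0.104. Snrpd3 had -0.98 (edgeR adjusted p = 0.00298), with 3.7% of its exon bases overlapping Gucd1.

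Nuclear speckle genes had a median log2 fold change of 0.40 with 32 of 44 higher (camera adjusted p = 0.000158, and 5.51e-07 to 0.0984 over the alternatives). Gene length offsets lowered the median to 0.19. Spliceosome genes had a median of -0.16 with 38 of 64 lower (camera adjusted p = 0.0417, and 0.0114 to 0.285 over the alternatives). The list of Tudor domain proteins had 7 of 9 genes higher, a median of 0.24 and a camera adjusted p of 0.627, so no change of the list was detectable. The 18 genes of the PCR panel, as a list, had a median of 0.06 with 11 higher and 7 lower (camera adjusted p = 0.627). Targets of NRF2 (median -0.50, 8 of 19 higher), mitochondrially encoded genes (0.001, 7 of 13 higher), histones (0.01, 27 of 53 higher) and cholesterol biosynthesis genes (0.07, 14 of 24 higher) had camera adjusted p-values of 0.0605, 0.0978, 0.232 and 0.605. Over the 20 alternatives with camera these ran from 0.0208 to 0.277 for NRF2, with 7 under 0.05, from 0.00355 to 0.675 for the mitochondrial list, with 4 under 0.05, from 0.0539 to 0.929 for histones and from 0.277 to 0.912 for cholesterol, with 0 under 0.05 for the last 2. By fry the adjusted p-values were 0.000287, 0.149, 0.0236 and 0.259. No read was counted on Pdx1 or Ins1 in any library. For Ins2 the log2 fold change was 1.08 with a standard error of 1.75 (edgeR adjusted p = 0.753).

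The 6 libraries differed between treatments in other ways. Mitochondrially encoded genes held 3.57%, 2.96% and 3.02% of counts with compound 1 and 2.27%, 2.50% and 2.76% with DMSO. The 100 most abundant genes held 25.4%, 24.7% and 24.8% with compound 1 and 27.8%, 27.8% and 28.9% with DMSO. In both measures every compound 1 library lay apart from every DMSO library, which chance gives in 10% of cases (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).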
